# Uncovering the *Arabidopsis thaliana *nectary transcriptome: investigation of differential gene expression in floral nectariferous tissues

**DOI:** 10.1186/1471-2229-9-92

**Published:** 2009-07-15

**Authors:** Brian W Kram, Wayne W Xu, Clay J Carter

## Abstract

**Background:**

Many flowering plants attract pollinators by offering a reward of floral nectar. Remarkably, the molecular events involved in the development of nectaries, the organs that produce nectar, as well as the synthesis and secretion of nectar itself, are poorly understood. Indeed, to date, no genes have been shown to directly affect the *de novo *production or quality of floral nectar. To address this gap in knowledge, the ATH1 Affymetrix^® ^GeneChip array was used to systematically investigate the Arabidopsis nectary transcriptome to identify genes and pathways potentially involved in nectar production.

**Results:**

In this study, we identified a large number of genes differentially expressed between secretory lateral nectaries and non-secretory median nectary tissues, as well as between mature lateral nectaries (post-anthesis) and immature lateral nectaries (pre-anthesis). Expression within nectaries was also compared to thirteen non-nectary reference tissues, from which 270 genes were identified as being significantly upregulated in nectaries. The expression patterns of 14 nectary-enriched genes were also confirmed via RT PCR. Upon looking into functional groups of upregulated genes, pathways involved in gene regulation, carbohydrate metabolism, and lipid metabolism were particularly enriched in nectaries versus reference tissues.

**Conclusion:**

A large number of genes preferentially expressed in nectaries, as well as between nectary types and developmental stages, were identified. Several hypotheses relating to mechanisms of nectar production and regulation thereof are proposed, and provide a starting point for reverse genetics approaches to determine molecular mechanisms underlying nectar synthesis and secretion.

## Background

Nectar is the principal reward offered by flowering plants to attract pollinators [1]; this sugary solution is secreted from floral organs known as nectaries. The complexity of nectar composition has been revealed through many studies on a wide variety of species. In addition to simple sugars (ranging from 8% up to 80%, (w/w) [2]), nearly all nectars contain an assortment of ancillary components, including: amino acids [3], organic acids [4], terpenes [5], alkaloids [6], flavonoids [7], glycosides [8], vitamins [9], phenolics [7], metal ions [10], oils [11], free fatty acids [12], and proteins [13]. Surprisingly, the means by which these compounds arise in nectar are poorly defined. Studies conducted on nectariferous tissue (that constituting the nectary) have traditionally focused on nectar composition, nectary anatomy, and physiological aspects of nectar secretion. Only recently has the goal of identifying the genetic mechanisms regulating nectary development, and nectar production, begun to receive more attention.

The *Arabidopsis thaliana *'nectarium' consists of two pairs of nectaries, lateral and median (see Figure 1; [14]). The two lateral nectaries (LN) are longitudinally opposed to one another just outside the base of short stamen, and are bounded by petal insertion sites. The two median nectaries (MN) also occur on opposite sides of the flower but only between the insertion points of two long stamen. Interestingly, these two nectary types are morphologically and functionally distinct, with lateral nectaries producing the bulk of the nectar (on average >95% of total nectar carbohydrate), and median nectaries producing little or no nectar [14]. While lateral nectaries are regularly supplied with an abundance of phloem, by comparison, the median nectaries are subtended by only a small number of sieve tubes [15].

**Figure 1:**
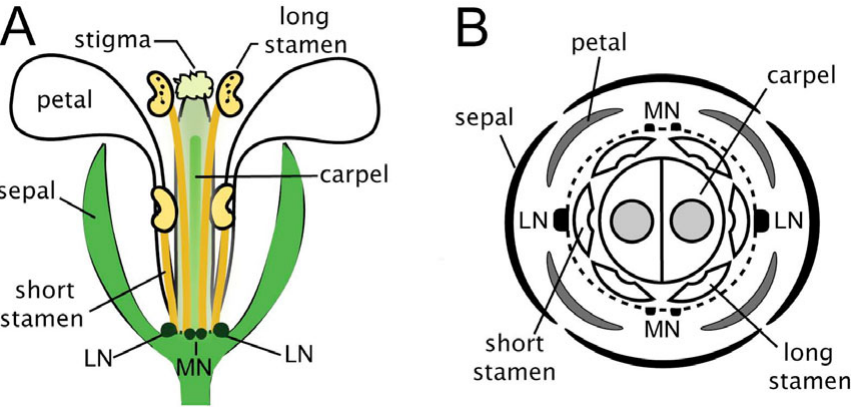
**Schematic of *Arabidopsis thaliana *nectarium**. Arabidopsis flowers have four nectaries that comprise the 'nectarium'; two lateral nectaries (LN) occur at the base of short stamen, and two bilobed median nectaries (MN) occur in between the insertion points of two long stamen. (A) Schematic of Arabidopsis flower with front sepal and petals not shown. (B) Schematic cross-section of flower with relative location of floral organs from (A) indicated (modified from [14]). A narrow ridge of tissue that occasionally connects median and lateral nectaries is indicated with dashed lines. Lateral nectaries produce >95% of total nectar in most Brassicaceae flowers, with median nectaries being relatively non-functional.

Despite the near absence of genetic information about the regulation of nectary form and function, some aspects of nectary biology have been extensively studied. For example, the morphology of nectaries from a number of species has been closely examined and, as a result, there is a clear understanding (down to the ultrastructural level) of some of the processes that occur in nectariferous tissue (reviewed in [16]). For example, at the onset of nectar production and secretion in Arabidopsis, small vacuoles, in a dense cytoplasm, are evident in presecretory nectariferous cells [17]. As these cells begin to actively secrete nectar, vacuole size, endoplasmic reticulum activity, and mitochondrial number all increase [17-19]. Conversely, dictyosome number decreases and plastid starch grains, which presumably serve as a source of nectar carbohydrate, also become smaller immediately before secretion [17-20]. In addition, nectary cells likely have high levels of cellular respiration, as evidenced by the abundance of mitochondria with well-developed cristae in nectaries from multiple species [15,21]. While these ultrastructural features of Arabidopsis nectaries are known, the precise physical mechanism of secretion is still an open question [16].

A prevailing view of merocrine-type nectar secretion, used by Arabidopsis and most other nectar producing plants, suggests that some or nearly all pre-nectar metabolites (originating from the phloem sap) are transported symplastically (between cells) via plasmodesmata in nectary parenchyma cells. Here they are stored in secretory cells at or near the nectary surface [21-23]. Immediately prior to secretion, it is thought that starch grains are degraded and most metabolites are packaged into endoplasmic reticulum (ER) and/or Golgi-derived vesicles and secreted via fusion with the plasma membrane (granulocrine secretion). In fact, ultrastructural analyses have repeatedly demonstrated the presence of extensive ER and Golgi networks in nectary secretory cells [16,17,21,22,24]. The model described above does not necessarily discount the direct involvement of plasma membrane transporters in the movement of solutes into nectar (eccrine secretion). Interestingly, a number of plant species, including Arabidopsis, have nectaries with large numbers of modified stomata on their epithelia [25]. It is presumed these stomata are the location where direct nectar secretion from the nectary occurs.

To date, only a few individual genes have been associated with aspects of nectary development: *CRABS CLAW, BLADE-ON-PETIOLE (BOP) 1 *and *BOP2 *[26-29]. *crc *knockout mutants fail to develop nectaries, whereas *bop1/bop2 *double mutant lines have significantly smaller nectaries along with aberrant morphologies [26,29]. While, *CRC *expression alone is necessary, it will not promote ectopic nectary development; this indicates that additional genetic elements might exist that restrict nectary development to the third whorl of the Arabidopsis flower [27]. Other floral organ identity genes have demonstrated or proposed roles in regulating *CRC *expression, although none of these genes alone are required for normal nectary development. Some of these genes include: *LEAFY*, *UFO*, *AGAMOUS*, *SHATTERPROOF1*/*2*, *APETALA2/3*, *PISTILLATA*, and *SEPALLATA1/2/3 *[27,28,30]. In addition to the above, a number of nectary-enriched genes have been identified from multiple species (e.g., [31-39]).

The currently small picture of transcription factors and their downstream targets in nectaries limits our understanding of pathways and cellular processes critical for nectary development and function. Thus, a genome-wide evaluation of gene expression in nectaries could shed some light on key mediators of nectar production. Microarrays have been used to examine gene expression in a wide variety of tissues, and under a broad set of conditions, in Arabidopsis (e.g., [40,41]). However, to date, no genome-wide information on gene expression in nectaries has been reported for Arabidopsis, or any other species. The current lack of global gene expression profiles for nectariferous tissue could possibly be linked to the diminutive nature of Arabidopsis nectaries (at anthesis, lateral nectaries contain roughly 2,000 cells, while median nectaries contain around 400 [27]) and the laborious process associated with manual nectary collection.

Arabidopsis flowers are highly self-fertile, which begs the question as to why these plants would bother to develop functional nectaries; however, solitary bees, flies, and thrips do visit Arabidopsis flowers in the wild, and a small amount of outcrossing does occur [42]. Significantly, many Brassicaceae species (e.g., *Brassica rapa, B. oleraceae*) share similar nectarium structure with Arabidopsis, and produce relatively large amounts of nectar [14,43]. In general, these species are highly dependent on pollinator visitation to achieve efficient pollination [44-47]. Arabidopsis nectaries also appear to share similar developmental mechanisms with a large portion of the eudicot clade [30]. Thus, Arabidopsis, with its fully sequenced genome and genetic resources, can serve as a valuable model for examining nectary development and function in plants.

Here we describe the isolation, amplification, and labeling of transcripts from Arabidopsis nectaries, leading up to an analysis of temporal and spatial gene expression using Affymetrix^® ^Arabidopsis GeneChip ATH1 arrays. We have employed a large-scale analysis of the Arabidopsis nectary transcriptome in order to develop a more complete picture of the genetic programming fundamental to nectar production and secretion. We identify a subset of genes preferentially expressed in nectaries, and distinguish the gene complement upregulated in actively secreting nectaries compared to immature and non-secretory nectaries. Potential genes and pathways involved in nectary development and function are discussed. The resultant data provide a starting-point for reverse genetics approaches to identify specific genes integral to nectar synthesis and secretion.

## Results

### Nectary samples

Floral nectaries are responsible for producing the complex mixture of compounds found in nectar. Surprisingly, a global picture of gene expression in nectaries is currently lacking; however, Arabidopsis nectaries are loosely connected to adjacent floral tissues and can be manually dissected from local non-nectariferous tissues (e.g., Additional file 1). Individual Arabidopsis nectaries are extremely small, thus ~200–300 nectaries were pooled and processed as single biological replicates as indicated in Table 1 (each replicate was isolated from different plants). Specifically, RNA was isolated from immature lateral nectaries (ILN; pre-secretory), mature lateral nectaries (MLN; secretory), and mature median nectaries (MMN, relatively non-secretory). 

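RNA from 3 pools of ILN, 3 pools of MLN and 2 pools of MMN was hybridized to 8 Affymetrix ATH1 arrays, 1 pool to each, with every replicate from different plants. ILN came from flowers at stages 11 to 12, and MLN and MMN from flowers at stages 14 to 15. The paper gives 200 to 300 nectaries for each pool and the sample records give 250 to 300. Flowers were taken 4 to 8 h after dawn from plants 30 to 35 days old, grown with 16 h of light and 8 h of dark. For MLN and ILN 500 ng of RNA entered the labelling, and for MMN 250 ng. The authors normalized the arrays by the quantile method and summarized them by RMA in Genedata Expressionist Refiner, together with the public reference arrays, and scaled each array linearly to a median of 100 in Expressionist Analyst. The lowest signal of an array lay between 8.30 and 9.65 and the highest between 14929 and 23364. Neither the reference arrays nor the present calls were used here, so the values compare nectary types only. After 64 control probe sets were left out, the log2 signals of 22746 probe sets were fitted together by limma with 1 mean for each nectary type, and p was adjusted by the Benjamini-Hochberg method over all of them. A probe set is described as changed where its adjusted p was under 0.05, and folds are ratios of geometric means. Exactly 1 locus could be assigned to 14220 probe sets, several to 556 and none to 7970, so many changed probe sets carry no gene name here. On simulated arrays with these numbers of replicates and 50 changed probe sets for each fold, limma called 60% of the 2-fold, 98% of the 3-fold and 100% of the 5-fold changes between MLN and ILN. The shares were 50%, 92% and 100% between MMN and MLN, and between MMN and ILN 44%, 96% and 100%. The simulations changed 200 probe sets, while limma called 5357 at any fold between MLN and ILN and 4284 between MMN and ILN. The adjustment is stricter where fewer probe sets change, so these shares do not give the detection rates of the comparisons with ILN. The number of arrays limits the precision, above all for the 2 MMN arrays.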

Typical isolations yielded ~300 to 500 ng of total RNA, and were processed for mircroarray hybridizations following a single round of RNA amplification.

**Table 1:** *Arabidopsis thaliana *nectary tissues used for Affymetrix ATH1 microarray analyses

**Floral stage**^a^	**Tissue source**	**Replicates**
14–15 (post-anthesis)	Mature lateral nectary (MLN; secretory)	3
14–15 (post-anthesis)	Mature median nectary (MMN; non-secretory)	2
11–12 (pre-anthesis)	Immature lateral nectary (ILN; pre-secretory)	3

^a ^As defined by Smyth et al., 1990 [67]

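GAPDH, a glycolytic enzyme, and ubiquitin, the small protein that marks others for degradation, are housekeeping genes whose 5' and 3' ends are read by separate control probe sets on the ATH1 array. Their 3'/5' ratios were computed here from the normalized signals, since the ratios examined by the authors before normalization are not used here. For ubiquitin the ratio averaged 2.58 ± 0.524 (SD, n = 8 arrays) over the first pair of probe sets and 1.76 ± 0.458 (SD, n = 8) over the second. On the first pair every ILN array, at 2.65 to 3.60, lay above every MLN array, at 2.08 to 2.39, and above both MMN arrays, at 2.21 to 2.30. On no other pair of ubiquitin, GAPDH or actin did all ILN arrays lie above all mature arrays. GAPDH averaged 4.01 ± 1.75 (SD, n = 8) over its first pair and 2.24 ± 0.525 (SD, n = 8) over its second. Actin, a cytoskeletal gene, averaged 9.20 ± 2.47 (SD, n = 8) and 13.7 ± 7.70 (SD, n = 8) over its pairs. ILN 1 had the highest ratio of all arrays on the first GAPDH pair, both ubiquitin pairs and the second actin pair, but the lowest of the ILN arrays on the first actin pair. Across all probe sets, which are not independent replicates, the log2 signals of replicate arrays correlated at 0.963 to 0.988 within ILN, 0.976 to 0.982 within MLN and 0.988 between the MMN arrays. Between nectary types the coefficients were 0.898 to 0.942 for MLN and ILN, 0.909 to 0.938 for MMN and ILN, and 0.969 to 0.982 for MMN and MLN.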

Each of the following parameters demonstrated the quality of hybridization and scanning for all nectary samples: signal gradient severity on each chip was under 0.08; outlier area was less than 0.06%; the 3'/5' ratio of housekeeping genes (GAPDH and ubiquitin) were less than 2.5, 'present' call ranges were 40~50%; average intensity ranged from 304 to 618; and all biological replicates consistently had correlations greater than 96%. After quality evaluation, nectary data were then co-normalized with 51 publicly available .cel files representing 13 tissues at multiple developmental stages (see Additional file 2) [41].

Hybridization data were processed with the Expressionist^® ^Analyst module to call gene expression as 'present' or 'absent' in all biological replicates of the nectary tissues examined (quality setting of 0.04 in Expressionist^® ^Analyst software). The number of genes called 'present' in all replicates for each nectary type were: ILN, 11,246; MLN, 9,748; MMN, 11,358. All together, 12,468 genes were confidently expressed in all replicates of one or more nectary tissues, with 9,066 genes being called 'present' (co-expressed) in all nectary experiments. A full list of 'present' genes, along with normalized probe signal values, can be found in Additional file 3.

### Genes preferentially expressed within nectary tissues

We foremost wished to identify genes preferentially expressed in nectary tissues since they are likely to be key mediators of nectary development and function. Thus, as mentioned above, we obtained 51 previously published ATH1 array data files representing 13 tissues at multiple developmental stages ([41]; tissues described in Additional file 2). Expression data for all probes were co-normalized to the median probe cell intensity with our nectary samples as described in the *Methods *section (see Figure 2A; full normalized expression data available in Additional file 3). We subsequently calculated normalized signal ratios of individual nectary types against each individual reference tissue. A t-test P value cutoff of 0.05 in probe set signal intensity and a FDR q-value cutoff of 0.1 were initially used to identify genes significantly upregulated in each nectary type over each individual tissue; for downstream analyses, all genes displaying a three-fold or greater increase in probe signal intensity in at least one nectary type (MLN, ILN and/or MMN) over each individual non-nectary reference tissue were determined (the highest observed FDR for any individual 'significant' gene was 0.081; see Table 2 and Additional files 4, 5 and 6). The three-fold cutoff for signal intensity ratio was utilized in this instance to allow a focus on a relatively small number of genes with relatively high enrichment in nectaries, as they are likely key mediators of nectary form and function. A graphical representation of the signal profiles for all 'significant' genes is displayed in Figure 2B. Ultimately, this analysis identified 270 genes upregulated in one or more of the nectary tissues over each individual reference tissue, with the resultant genes being listed in Additional file 7.

**Table 2:** Summary of the identification of nectary-enriched genes

	*Nectary tissues*					
	
	Immature lateral nectary (ILN)		Mature lateral nectary (MLN)		Mature median nectary (MMN)	
*Reference tissues*	Replicates	Significant genes^a^	Replicates	Significant genes^a^	Replicates	Significant genes^a^

Carpel, Immature	3,3	1,053	3,3	2,081	2,3	2,127
Carpel, Mature	3,3	1,059	3,3	2,154	2,3	2,166
Petal, Immature	3,3	714	3,3	1,410	2,3	1,455
Petal, Mature	3,3	1,166	3,3	1,003	2,3	1,061
Sepal, Immature	3,3	1,141	3,3	1,686	2,3	1,697
Sepal, Mature	3,3	1,441	3,3	1,254	2,3	1,291
Stamen, Immature	3,3	1,557	3,3	1,708	2,3	1,720
Stamen, Mature	3,3	1598	3,3	1,120	2,3	1,181
Petiole	3,3	1,157	3,3	2,014	2,3	2,060
Root	3,3	1,826	3,3	2,366	2,3	2,366
Rosette Leaf	3,3	1,268	3,3	1,771	2,3	1,849
Cauline Leaf	3,3	1,319	3,3	1,378	2,3	1,517
Pollen, Mature	3,3	3,923	3,3	3,658	2,3	3,892
Pedicel, Mature	3,3	1,154	3,3	1,918	2,3	2,001
Node Shoot	3,3	1,109	3,3	1,738	2,3	1,760
Internode Shoot	3,3	1,191	3,3	1,358	2,3	1,440
Inflorescence Shoot	3,3	1,271	3,3	2,363	2,3	2,385

Common^b^	---	87	---	198	---	195

^a ^Number of 'present' genes displaying a 3-fold or greater difference in probe signal intensity in ILN, MLN, & MMN over each individual non-nectary reference tissue; a t-test p value cutoff of 0.05, and false discovery rate (FDR) q value cutoff of 0.1 were initially applied to identify genes with significant differences in expression. The highest q value observed for any individual gene after applying the 3-fold cutoff was 0.081.

^b ^The overlapped common gene number represents those genes displaying significant changes that were expressed 3-fold or higher in a given nectary type over all individual reference tissues. The genes identified from this analysis were used to generate Additional file 7; a total of 270 unique genes were found to be upregulated in one or more nectary types over all individual reference tissues.

**Figure 2:**
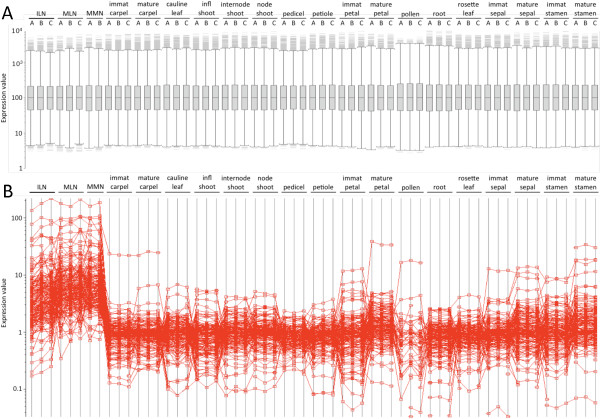
**Signal normalization amongst tissues and resultant clustering**. A box plot representation of signal normalization is presented in panel A. All nectary and non-nectary reference tissue hybridization files (.cel) were quality inspected and then normalized together using the Expressionist^® ^(Genedata, Basel, Switzerland) Refiner module in order to compare gene expression between nectaries and non-nectary tissues. Briefly, .cel files were loaded into Refiner, analyzed and inspected for defective area, average intensity, corner noise, and housekeeping control genes. The probe signals on each .cel file then were quantile normalized and summarized into probe set intensity values by applying the Robust Multiarray Average (RMA) algorithm [69]. Following normalization, signal ratio comparisons between nectaries and reference tissues identified large numbers of genes preferentially expressed within nectaries (panel B), which are presented in Additional file 7.

All plants used for nectary collection were grown under a 16 hour light/8 hour dark cycle, with nectary isolation occurring from 4–8 hours after dawn (h.a.d.). The rationale for this growth and collection scheme was that Arabidopsis flowers fully open by ~3 h.a.d., and nectar production in closely related *Brassica napus *peaks from mid-morning to mid-day (~4 to 8 h.a.d.) [48]. Thus we wished to capture gene expression profiles in nectaries occurring during periods of active secretion. An important item for consideration when evaluating the co-normalized probe signal values described above is that the downloaded AtGenExpress gene expression data (see Additional file 2) were obtained from plants grown under continuous (24 hour) light conditions. Considering that roughly 11% of Arabidopsis genes display diurnal changes in expression (Schaffer et al., 2001), some of the observations in this study may be due to differences in the growth conditions used. Despite the use of different light regimes, comparisons between nectary and AtGenExpress microarray data confirmed the expression of multiple genes known to be upregulated in nectary tissues (see Table 3). Moreover, the expression patterns of multiple nectary-enriched genes identified through comparisons of co-normalized probe signal values were later validated by RT PCR (see below). Finally, there is also precedent in the literature for making this kind of comparison with AtGenExpress data (e.g., [49,50]), which further validates the type of analysis presented here. Thus, while the use of identical growth conditions for all plants would have been ideal for these comparisons, taking advantage of the large publicly available data sets and co-normalizing it with the nectary data presented here provides a means for identifying genes and pathways with nectary-enriched expression profiles.

**Table 3:** Multiple genes with known nectary-enriched expression profiles were confirmed by the microarray experiments

Locus	TAIR annotation	Signal over reference tissue avg.^a^	Signal over next highest tissue^b^	Reference
AT1G19640	S-adenosyl-L-methionine:jasmonic acid carboxyl methyltransferase (JMT)	17.25	2.16 pollen	Song et al., 2000 [37]
AT1G69180	transcription factor CRC (CRABS CLAW)	203.32	30.49 inflor. shoot	Bowman and Smyth, 1999 [26]
AT2G39060	nodulin MtN3 family protein	182.61	39.34 mat. stamen	Ge et al., 2000 [35]
AT2G42830	Agamous-like MADS box protein AGL5 (SHP2)	31.76	6.02 imm. carpel	Savidge et al., 1995 [39]
AT3G25810	terpene synthase/cyclase family protein	302.32	65.27 mat. stamen	Tholl et al., 2005 [38]
AT3G27810	myb family transcription factor (MYB3) (MYB21)	9.39	2.28 mature petal	Jackson et al., 1991 [36]
AT3G58780	Agamous-like MADS box protein AGL1/shatterproof 1 (AGL1) (SHP1)	15.13	3.74 mature carpel	Lee et al., 2005 [28]
AT4G18960	floral homeotic protein AGAMOUS (AG)	13.22	1.72 imm. stamen	Baum et al., 2001 [27]

^a ^Average probe signal in nectaries (MLN, ILN, and MMN combined) over combined average probe signals for all reference tissues described in Additional file 2.

^b ^Full normalized probe signals for all genes called 'present' in nectary tissues are available in Additional file 3. An analysis of all nectary-enriched genes is described in Table 2 and Additional files 4, 5, 6 and 7.

### Differential expression of genes between nectary types and developmental stages

Individual nectary types were also compared to one another to identify differentially expressed genes, which may be involved in nectary maturation and nectar secretion. For example, all genes 'present' in at least one nectary type and displaying a two-fold or greater difference in expression between different nectary types were determined (p < 0.05, q < 0.05; see Figure 3 and Additional file 8). 

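Genes of the ATG8 family of autophagy, which delivers cell contents to the vacuole, were among those higher in MLN than in ILN. ATG8H, which encodes a protein of the autophagosome membrane, had a signal of 216 ± 41.6 (SD, n = 3) in MLN and 56.2 ± 10.8 (SD, n = 3) in ILN, a log2 difference of 1.95 (standard error 0.26, limma adjusted p = 3.84e-04). Its relatives ATG8E (2.94-fold) and ATG8C (2.06-fold) also rose (limma adjusted p = 5.70e-04 and 0.00127). Genes of starch breakdown went both ways. BAM1, a beta-amylase, was 7.68-fold higher in MLN (limma adjusted p = 6.40e-05), while the glucanotransferase genes DPE1 and DPE2 and the maltose exporter gene RCP1 were 4.13-fold, 3.00-fold and 3.25-fold lower in MLN than in ILN (limma adjusted p = 0.00837, 3.76e-04 and 1.39e-04). Of 35 gene lists fixed before the deposited values were examined, 17 held enough genes for limma's camera set test with a preset correlation, adjusted over these lists in 3 comparisons. The clock, jasmonate and suberin lists, none of them among the 17, were written after values in the paper's tables had been seen. The 10 genes of senescence and autophagy had a median log2 difference of 0.56 between MLN and ILN (adjusted p = 0.0247, but 0.794 with an estimated correlation). All of them but the senescence gene SAG101 belong to the ATG8 family, so the list speaks for that family and not for senescence. SAG101 had low signals, 21.4 in MLN and 18.6 in ILN, and was not called (0.20, limma adjusted p = 0.295). Of the 10 genes 5 were higher, and 7 when adjusted over the list alone, but 3 without MLN 1, MLN 3, ILN 2, ILN 3, MMN 1 or MMN 2 or with only the groups compared, since ATG8F and At3g15580 then lost their calls. Between MMN and ILN the median was 0.49 (adjusted p = 0.0247, and 0.794 with an estimated correlation), with 3 higher, and 3 when adjusted over the list alone. The 7 tested genes of starch degradation had a median of -0.92 between MLN and ILN (adjusted p = 0.0142) and of 0.53 between MMN and MLN (adjusted p = 0.0336), but both had adjusted p = 0.794 with an estimated correlation. BAM1, named only by the study's lists, was not among the 7, and with such members included and 23 lists tested the adjusted p was 0.0481 and 0.0121. Of the 8 measured, 4 fell and 1 rose between ILN and MLN, the same numbers as when adjusted over the list alone. Between MMN and MLN none of the 8 was called, and 1 was higher in MMN when adjusted over the list alone. The call of the senescence and autophagy list for MLN against ILN was lost without MLN 3 (median 0.46, adjusted p = 0.0590) and for MMN against ILN without MMN 2 (median 0.32, adjusted p = 0.125). The starch call between MMN and MLN was lost without MLN 1 (median 0.27, adjusted p = 0.0733), MLN 2 (0.49, 0.153) or MMN 2 (0.37, 0.313), with a new quantile normalization (0.50, 0.0580) and among the 12468 brightest probe sets by mean (0.44, 0.0990) or by highest group (0.44, 0.127). That for MLN against ILN was lost in the same 12468 sets (median −1.25, adjusted p = 0.0679 and 0.0830). The first ubiquitin pair had a higher 3'/5' ratio on every ILN array, up to 3.60, than on any mature array, which none of the other control pairs showed.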

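At 2-fold or more and an adjusted p under 0.05 from limma, 2717 probe sets differed between MLN and ILN, of which 1114 were higher in MLN and 1603 higher in ILN. Between MMN and ILN 2709 differed, 1326 higher in MMN and 1383 higher in ILN, and between MMN and MLN 161 differed, 125 higher in MMN and 36 higher in MLN. Among the genes higher in both mature types was MYB57, a myb transcription factor gene of stamen development, with signals of 6439.7 ± 1438 (SD, n = 3) in MLN, 5336 ± 123 (SD, n = 2) in MMN and 1006 ± 850.2 (SD, n = 3) in ILN. Its close relative MYB24 ran the other way, with 793 ± 630.1 (SD, n = 3), 945 ± 214 (SD, n = 2) and 4071 ± 884 (SD, n = 3). The log2 differences between MLN and ILN were 3.02 (standard error 0.47, limma adjusted p = 9.12e-04) for MYB57 and -2.62 (standard error 0.42, limma adjusted p = 0.00111) for MYB24, whose call between MMN and ILN was lost without MMN 1 (0.0912). All arrays of a group lay on one side of all arrays of the other for 41.0% of probe sets between MLN and ILN, where chance gives 10%. The shares were 50.8% between MMN and ILN and 25.1% between MMN and MLN, where chance gives 20%. The count between MMN and MLN depended on the method and on single arrays. It was 262 with replicate number as a block, 374 with array weights, 279 by the methods' t-test with no adjustment and 1 with a q from it by either procedure. It was 84 without MLN 1, 88 without MLN 2, 286 without ILN 1, 105 without ILN 2, 97 without MMN 1 and 41 without MMN 2. The part higher in MLN, 36 with all arrays, was only 5 without MMN 1 and 3 without MMN 2. Without MMN 2 the count between MMN and ILN was 1715. By the methods' t-test with a Benjamini-Hochberg or Storey q, 487 or 1548 differed between MLN and ILN, of which 268 or 802 were higher in MLN. Between MMN and ILN 253 or 896 differed, of which 204 or 681 were higher in MMN. By these q-values the larger share was thus higher in the mature type. By limma the larger share was higher in ILN for MLN against ILN, while the split between MMN and ILN was nearly even and not stable. With replicate number as a block 1381 were higher in MMN and 1264 in ILN. Without ILN 2 these numbers were 1347 and 1215, and without ILN 3 they were 1243 and 1160.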

Genes having similar expression levels in all nectary types were also identified (0.5 – two-fold difference, 9,157 genes). 

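CRC, cwINV4, SWEET9, SOS3 and 2 terpene synthase genes, each named in the paper, did not pass the test between any of the nectary types. CRC, the YABBY gene required for nectaries to form, had a signal of 11746 ± 4071 (SD, n = 3) in MLN, 10456 ± 318 (SD, n = 3) in ILN and 14925 ± 2419.9 (SD, n = 2) in MMN. The apoplastic invertase gene cwINV4, which acts on sucrose, had 12178 ± 833 (SD, n = 3), 12020.5 ± 1430.0 (SD, n = 3) and 11331 ± 742 (SD, n = 2). SWEET9, a sucrose efflux transporter, differed by 0.18 on the log2 scale between MLN and ILN (standard error 0.21, limma adjusted p = 0.544). The terpene synthase genes At3g25810 and At5g44630, whose relatives make floral volatiles, differed by 0.16 and -9.7e-04 (limma adjusted p = 0.625 and 0.997). SOS3, a calcium sensor of salt tolerance, differed by 0.08 (limma adjusted p = 0.783). The signals of these genes lay high on the scale of their arrays, such as SWEET9 at 16897 on ILN 1, whose highest signal was 18775. Whether differences are understated at such signals was not tested. In all 3 comparisons 19065 of 22746 probe sets, or 83.8%, lay within 2-fold by geometric means. Among the 12468 probe sets with the highest mean the number was 9365, or 75.1%. A further 218 probe sets differed by more than 2-fold in some comparison without passing limma's test. With 2 or 3 arrays for each nectary type, a gene within 2-fold is not shown to be unchanged. Simulated 2-fold changes were often missed, but with fewer changed probe sets than in the comparisons with ILN.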

An additional 2,661 genes displayed fold changes greater than two between nectary tissues; however, these changes were not statistically significant (p or q > 0.05).

**Figure 3:**
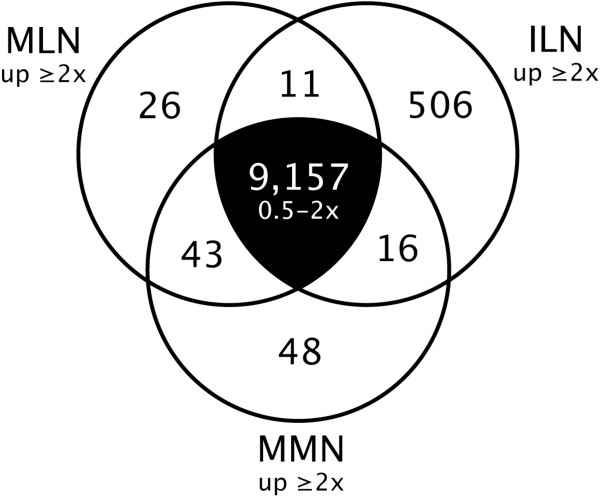
**Comparison of gene expression in different nectary types**. The number of genes displaying a two-fold or greater difference in expression in different nectary types is indicated (e.g., two-fold higher in MLN over ILN and MMN; equal variance two-tailed t-test, p < 0.05; FDR q < 0.05). Genes having similar expression levels in all nectaries types were also determined (0.5 – two-fold difference, center portion of the diagram). An additional 2,661 genes displayed fold changes greater than two between nectary tissues; however, these changes were not statistically significant (p or q > 0.05). Full results are available in Additional file 8, and lists of genes displaying five-fold or greater changes between MLN versus ILN and MMN versus MLN are shown in Additional files 9 & 10, respectively.

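GPAT5, an acyltransferase of suberin synthesis, and MYB115, a myb transcription factor, belonged to the genes higher in both mature nectary types than in ILN. MMN exceeded ILN 62.3-fold for GPAT5 and 60.3-fold for MYB115 (limma adjusted p = 4.34e-06 and 3.50e-06). BXL1, a xylosidase of the cell wall, and SWEET8, a sugar transporter of developing anthers, belonged to those higher in ILN than in both. MMN was 17.7-fold lower than ILN for BXL1 and 8.99-fold lower for SWEET8 (limma adjusted p = 1.48e-05 and 5.34e-06). In the classes of Figure 3, with each call at 2-fold or more and limma's adjusted p under 0.05, 1130 probe sets were higher in ILN than in both mature types. Another 841 were higher in both mature types than in ILN. MMN exceeded both lateral types for 101 probe sets, and MLN exceeded both other types for 22. The remaining classes held 20 probe sets higher in ILN and MMN than in MLN, and 10 higher in MLN and ILN than in MMN. Independent lists of these sizes would share 97.5, 64.9, 7.29, 1.76, 8.81 and 2.19 probe sets in the same order. Fits of 100 sets of simulated arrays with no change at all gave at most 1 in any class, but with almost no calls there this is no baseline for lists that hold real changes. Part of the excess over independent lists may come from arrays shared by the 2 comparisons behind each class. For the classes of 1130 and 841 these are the 3 ILN arrays, for those of 22 and 20 the 3 MLN arrays. For the classes of 101 and 10 they are the 2 MMN arrays. None of these groups can be split into 2 and 2. Of 1114 probe sets higher in MLN than in ILN, 75.5% were also called higher in MMN, and of 1603 higher in ILN, 70.5% were also called against MMN. Leaving out single arrays moved several classes. The class higher in ILN held 735 without MMN 1 and 663 without MMN 2. The MMN class held 65 without MLN 1, 66 without MLN 2 and 36 without MMN 2. The MLN class held 11 without MLN 1, 13 without MLN 2, 38 without ILN 1, 4 without MMN 1 and 3 without MMN 2. The class low in MLN alone held 7, 6, 56, 8, 6 and 3 without MLN 1, MLN 2, ILN 1, ILN 2, MMN 1 and MMN 2. The class low in MMN alone held 2, 1, 18, 3, 1 and 0 in that order.

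**Figure D1:**
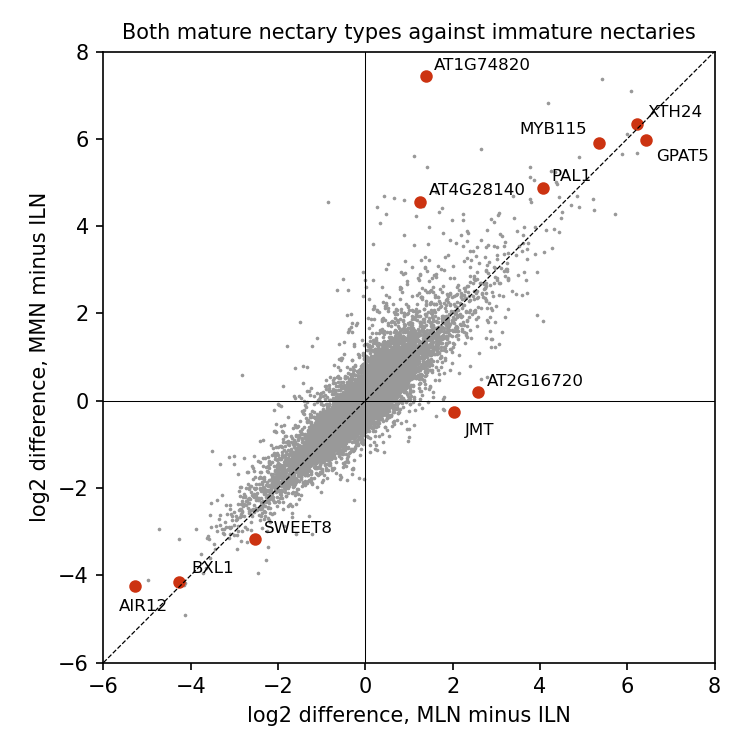
Log2 difference of each probe set between MLN and ILN (horizontal axis) and between MMN and ILN (vertical axis), with named genes in red and the line of equal differences dashed. GPAT5 and XTH24 lie near the line at high values and AIR12 and BXL1 at low values, while At1g74820 lies far above it and JMT below it.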

For a more in-depth analysis of genes displaying the largest differences in expression, lists of genes displaying five-fold or greater differences in expression level between MLN versus ILN, and MLN versus MMN, are shown in Additional files 9 and 10, respectively. 

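GPAT5, XTH24 and CDEF1 were among the 10 called genes with the largest rises from ILN to MLN. GPAT5, which acts in suberin synthesis, had a signal of 6438 ± 890.0 (SD, n = 3) in MLN and 84.5 ± 50.8 (SD, n = 3) in ILN, a log2 difference of 6.42 (standard error 0.35, limma adjusted p = 1.52e-06). XTH24, a xyloglucan endotransglucosylase of the cell wall, was 74.7-fold higher and the cutin-degrading esterase gene CDEF1 58.8-fold higher. FAR1, the other suberin gene measured, had a log2 difference of -0.38 (limma adjusted p = 0.235). PAL1, PAL2 and PAL4, which encode the entry enzyme of phenylpropanoid synthesis, were 16.9-fold, 8.16-fold and 9.53-fold higher in MLN (limma adjusted p = 5.59e-05, 1.96e-05 and 3.53e-05). PCNA2, a clamp of the replication fork, and PRL, a replication licensing factor, fell by 2.39 and 2.25 on the log2 scale from ILN to MLN (limma adjusted p = 3.17e-04 and 6.75e-04). AUR1, a kinase of mitosis, rose by 0.99 (limma adjusted p = 0.0232), a call lost without MLN 2 (0.0768) or ILN 2 (0.0617). Of 4 cell division genes measured, 1 rose and 2 fell, as when adjusted over the list alone.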

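The other 7 of the 10 largest rises were in scpl41, a serine carboxypeptidase gene (75.0-fold), CYP71B31, a cytochrome P450 gene (67.6-fold), At1g35190, an oxygenase gene (64.2-fold), BGLU17, a glycosyl hydrolase gene (52.3-fold), At1g20070 (42.6-fold), MYB115 (40.7-fold) and VSR6, a vacuolar sorting receptor gene (38.0-fold). Of 7 measured gibberellin genes 3 rose and 1 fell, and 4 and 1 when adjusted over the list alone. The genes called over all probe sets were the 4 named only by the study's lists, chosen on these arrays, and none of the other 3 was called. These counts are therefore not independent evidence. GA2OX6, which inactivates gibberellins, had a signal of 897 ± 67.6 (SD, n = 3) in MLN and 43.9 ± 2.02 (SD, n = 3) in ILN, a log2 difference of 4.35 (standard error 0.19, limma adjusted p = 4.43e-07). GA20OX2, of gibberellin synthesis, was 8.74-fold higher in MLN, while GASA4, a gene regulated by gibberellins, was 3.46-fold lower. The largest fall was in AIR12, an auxin-induced gene, with 55.3 ± 10.7 (SD, n = 3) in MLN and 2165 ± 655 (SD, n = 3) in ILN, a log2 difference of -5.27 (standard error 0.30, limma adjusted p = 1.70e-06). The lipase gene At1g75900 (EXL3) was 26.5-fold lower, the lipid transfer gene At1g55260 19.2-fold, BXL1 19.3-fold, the pectinesterase gene At2g26440 17.5-fold, the pyrophosphatase gene PPa6 14.7-fold and the oxidase gene sks4 13.3-fold. Also lower were At1g09310 (31.6-fold), At2g43550 (log2 difference -4.14) and At5g07030 (13.7-fold). The wall-loosening expansin genes EXPA6 and EXPA15 fell by 3.56 and 2.38 on the log2 scale (limma adjusted p = 6.88e-06 and 3.48e-04), the 2 of 9 measured expansins that changed, as when adjusted over the list alone. At 5-fold or more, limma called 393 probe sets, 197 higher in MLN and 196 higher in ILN. This split was not stable, at 192 and 312 without ILN 1 and 189 and 135 without ILN 3. By the methods' t-test it was 70 and 26 with a Benjamini-Hochberg q and 156 and 105 with a Storey q. Additional file 9 lists 324 of the 393, and 11 others listed there had an adjusted p under 0.05 but a geometric fold under the minimum. The study chose that list on these arrays, so its headings are not independent evidence. Under gene expression and protein synthesis 48 of 49 listed probe sets were higher in ILN, and under transcription factors 25 of 28 were higher in MLN. Under defense 28 of 38 were higher in MLN, under hormones 10 of 12 and under lipid metabolism 5 of 11. The first ubiquitin pair averaged a 3'/5' ratio of 2.58 over the 8 arrays. It was higher on every ILN array than on any mature array, which none of the other control pairs showed.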

The difference in gene expression between immature lateral nectaries (ILN; pre-secretory) and mature lateral nectaries (MLN; secretory) was substantial, with 335 genes displaying five-fold or greater signal ratios between the two sample types (see Additional file 9). Conversely, the signal profiles of MLN and mature median nectaries (MMN; non-secretory) were remarkably similar, with only 25 genes displaying a five-fold or greater difference (see Additional file 10). 

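Only At2g16720, a myb transcription factor gene, was called at 5-fold or more higher in MLN than in MMN, a call lost without MMN 2 (0.0510), while 34 probe sets were called higher in MMN. OCT1 (At1g73220), an organic cation carrier listed as a sugar transporter in Additional file 10, had a signal of 1296 ± 77.4 (SD, n = 2) in MMN and 31.1 ± 6.31 (SD, n = 3) in MLN, a log2 difference of 5.40 (standard error 0.39, limma adjusted p = 7.43e-05). The gibberellin synthesis gene GA20OX1 was 8.84-fold higher in MMN and GASA4 8.27-fold (limma adjusted p = 0.00210 and 7.98e-04). Of 7 gibberellin genes these 2 rose, and 3 when adjusted over the list alone. Both were named only by the study's lists, chosen on these arrays, so the count is not independent evidence. The transcription factor genes NGA1 and CES were 18.0-fold and 13.3-fold higher in MMN (limma adjusted p = 7.96e-05 and 3.00e-05). The peptide transporter family gene At5g14940 was 8.65-fold higher, and At1g13930, of no known function, 13.8-fold. SWEET1, a glucose transporter, had a log2 difference of 2.59 (limma adjusted p = 0.00619), a call lost without MMN 1 (0.0624). In all, 35 probe sets were called at 5-fold or more, 23 of them with a single locus. From counts at this threshold, the paper describes the difference between MLN and ILN as substantial and the profiles of MLN and MMN as similar, and it compares secretory with relatively non-secretory nectaries in these terms.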

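The genes with higher signals in MLN than in MMN include SULTR1;2, a sulfate transporter (3.43-fold), BZIP9, a bZIP transcription factor (4.08-fold), and UGT72E3, a glucosyltransferase of phenylpropanoids (3.39-fold). The largest difference of this kind was that of At2g16720, with 1082 ± 247 (SD, n = 3) in MLN and 202 ± 6.58 (SD, n = 2) in MMN, a log2 difference (MMN − MLN) of -2.40 (standard error 0.29, limma adjusted p = 0.00340). Limma's adjusted p was 0.0112 for SULTR1;2, 0.00783 for BZIP9 and 0.0214 for UGT72E3. At5g54660, related to heat shock proteins, was 4.77-fold higher in MLN (limma adjusted p = 0.00181) and was called whichever array was left out. Without MMN 2 the adjusted p was 0.0510 for At2g16720. For BZIP9 it was 0.0807 without MMN 1 and 0.0602 without MMN 2. For SULTR1;2 it was 0.0562 without MLN 2, 0.0870 without MMN 1 and 0.162 without MMN 2. For UGT72E3 it was 0.0894 without MLN 1, 0.0545 without MLN 3, 0.182 without MMN 1 and 0.183 without MMN 2.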

Amongst these 25 genes, only a single gene (At2g16720, myb family transcription factor) had at least a five-fold higher signal value in MLN compared to MMN; the remaining 24 differentially expressed genes were five-fold or higher in MMN over MLN. Again, for Additional files 9 &10, genes were manually compiled into ontology groups pertinent to nectary development and function based upon functional analysis, TAIR annotations, and literature searches.

### Validation of gene expression

To validate the expression patterns observed by microarray, RT PCR was utilized. RNA was isolated from 11 tissues (including nectaries) generally represented within our normalized data sets, reverse transcribed, and subjected to PCR. Results shown in Figure 4 demonstrate the nectary-enriched nature of 14 genes, with several of the genes also supporting the changes observed between nectary types via microarray (e.g., At1g19640, At1g74820). 

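JMT (At1g19640), the methyltransferase that makes methyl jasmonate, and At1g74820, a cupin family gene, differed between MMN and MLN in opposite directions. JMT had a signal of 15279 ± 3516 (SD, n = 3) in MLN, 3755 ± 1032 (SD, n = 3) in ILN and 3348 ± 2002 (SD, n = 2) in MMN. It was 4.11-fold higher in MLN than in ILN, a log2 difference of 2.04 (standard error 0.32, limma adjusted p = 0.00104). Between MMN and MLN its log2 difference was -2.31 (standard error 0.36, limma adjusted p = 0.0127), and between MMN and ILN -0.27 (limma adjusted p = 0.659). At1g74820 had 11970.1 ± 96.6 (SD, n = 2) in MMN, 183 ± 33.2 (SD, n = 3) in MLN and 72.6 ± 25.6 (SD, n = 3) in ILN. MMN exceeded MLN 66.1-fold and ILN 172-fold, log2 differences of 6.05 (standard error 0.29, limma adjusted p = 5.07e-06) and 7.43 (standard error 0.29, limma adjusted p = 1.43e-07), and MLN exceeded ILN 2.61-fold (limma adjusted p = 0.00289). The call of JMT between MMN and MLN was lost without MLN 1 (adjusted p = 0.0537) and without MMN 1 (log2 difference −1.66, adjusted p = 0.110). The RT PCR of Figure 4 was not analysed here.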

Several other pieces of evidence support this overall analysis: 1) promoter::reporter fusions and *in situ *hybridizations previously confirmed the nectary-enriched expression of multiple genes reported here (e.g., [29,38,51,52], Carter et al., *in preparation*); and, 2) an examination of over 11,000 *Brassica rapa *ESTs derived from nectary cDNA libraries, along with corresponding RT PCR analyses, also back the current findings (Hampton et al., *in preparation*).

**Figure 4:**
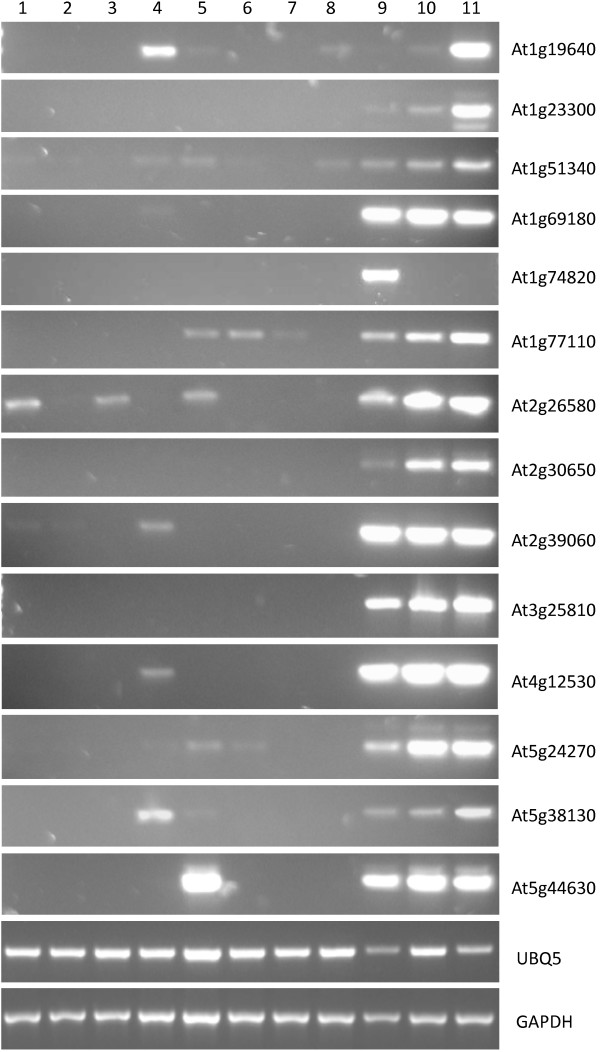
**RT PCR validation of expression profiles**. Reverse transcription-polymerase chain reaction (RT PCR) was used to validate the nectary-enriched expression profiles of select genes identified through microarray analyses. The tissues examined included: 1) petal; 2) sepal; 3) rosette leaf; 4) stamen; 5) pistil; 6) root; 7) internode shoot; 8) silique; 9) mature median nectaries; 10) immature lateral nectaries; and, 11) mature lateral nectaries. Individual genes are described throughout the text and in Additional files 7, 9, and 10; UBQ5 (At3g62250) and GAPDH (At3g04120) were used as constitutively expressed controls.

As another test of the veracity of this type of co-normalization and subsequent analysis, the expression values for eight genes with known nectary-enriched expression profiles were examined (see Table 3). Each of these genes had a minimum nine-fold greater probe signal value in nectaries (ILN, MLN, MMN combined) over the reference tissue average, with individual nectary types displaying higher expression levels over most individual reference tissues (see Additional files 4, 5 and 6).

### Biological processes enriched in nectaries

All genes commonly upregulated in nectaries (MLN, ILN & MMN), when compared to individual reference tissues (>3-fold so as to focus on highly nectary enriched genes), were assigned into GO biological process categories. Processes showing significant differences between tissues were identified (see Additional file 11) and are graphically represented by the heat maps displayed in Figure 5 (condensed) and Additional file 12 (full analysis). This analysis identified several biological processes overrepresented amongst nectary-enriched genes. The biological processes particularly overrepresented in nectaries, when compared to reference tissues, fell within the general categories of lipid and fatty acid biosynthesis and metabolism (see Figure 5). A number of upregulated genes putatively relating to these processes are discussed below.

**Figure 5:**
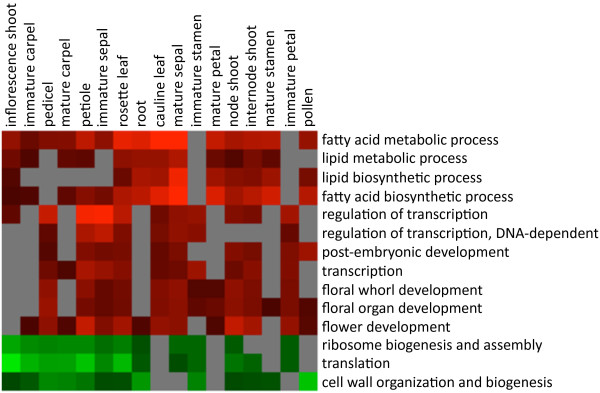
**GO biological process categories significantly enriched or depleted amongst genes upregulated in nectaries**. All genes displaying significant upregulation in all nectary samples (ILN, MLN & MMN) over reference tissues (>3-fold) were placed into GO Biology Process categories via the latest Affymetrix annotation file. Processes showing significant differences between tissues were identified (see Additional file 11) and are graphically represented here. Full graphical results of this analysis are available in Additional file 12.

Transcription processes were also apparently enriched within nectaries (see Figure 5). For example, 45 known and putative transcription factors were found to have enriched expression in one or more nectary types versus non-nectary tissues (see Additional file 7), with a significant subset showing differential expression between nectaries (see Additional files 9 and 10). 

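Organ identity genes were among the transcription factor genes higher in mature lateral nectaries than in immature ones. AP2, which sets the identity of sepals and petals, had a signal of 2513 ± 320.2 (SD, n = 3) in MLN and 978 ± 134 (SD, n = 3) in ILN, a log2 difference of 1.36 (standard error 0.20, limma adjusted p = 6.19e-04). SHP2, a MADS box gene of the carpel, had 7771 ± 319 (SD, n = 3) in MLN and 3159 ± 643 (SD, n = 3) in ILN, a log2 difference of 1.32 (standard error 0.20, limma adjusted p = 7.58e-04). SEP1, a MADS box gene active in all whorls, was 1.69-fold higher (limma adjusted p = 0.0123). Of 6 measured genes of floral organ identity and nectary development these 3 rose, and 4 when adjusted over the list alone. The list's median log2 difference was 0.69 between MLN and ILN (camera adjusted p = 0.140). For MMN against MLN the median was -0.06, its mean 0.01 and the direction of the test upward (camera adjusted p = 0.815). Of the 45 transcription factor probe sets in Additional file 7, 30 changed between MLN and ILN by limma. At 2-fold or more 22 were higher in MLN and 2 higher in ILN. Between MMN and ILN 23 were higher in MMN and 2 higher in ILN, and between MMN and MLN 1 was higher in each. Of the 28 in Additional file 9, 24 were also called at 2-fold or more higher in MMN than in ILN and 3 lower. The 4 in Additional file 10 were all called between MMN and MLN, 3 higher in MMN. Over all 270 probe sets of Additional file 7, 116 were higher in MLN than in ILN at 2-fold or more and 13 lower. The study chose that file by signal over reference tissues, which 198 genes passed in MLN and 87 in ILN by Table 2, and Additional files 9 and 10 by change, all on these arrays, so these counts are not independent evidence. MYB4, another factor the paper names, had a log2 difference of 0.53 (standard error 0.26, limma adjusted p = 0.164) between MLN and ILN.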

A number of previous studies have implicated various transcription factors in nectary development, all displaying apparently high expression within nectaries [27,28,30]. Indeed, these findings are reflected in our results, with *CRC *(At1g69180; >200-fold higher in nectaries over reference tissue average), *AGL5*/*SHP2 *(At2g42830, 32-fold), *AGL1/SHP1 *(At3g58780, 15-fold), *AGAMOUS *(At4g18960, 13-fold) and *APETALA2 *(At4g36920, 11-fold) all showing nectary-enriched expression profiles. Curiously, while transcription processes were overrepresented, translation processes were apparently depleted amongst the upregulated genes (see Figure 5).

### The canonical sucrose biosynthesis pathway is upregulated in nectaries

Since sugars are the principal solutes in most nectars, it is expected that genes involved in sugar metabolism and transport should be well-represented within the nectary transcriptome. Indeed this is the case, as nearly one dozen sugar metabolizing and modifying genes appear to be preferentially expressed in nectariferous tissues compared to non-nectary tissues (see Additional file 7). In addition, we specifically focused on the expression of genes involved in sucrose metabolism. Results summarized in Figure 6 demonstrate the identification of genes upregulated in nectaries that are putatively involved in sucrose biosynthesis, transport and extracellular hydrolysis. In nearly all instances, these genes had higher probe signal intensities within secretory nectaries (MLN) versus each individual reference tissue (Figure 6 heat map). Experimental evidence has verified the upregulation of both sucrose synthase [51] and cell wall invertase within Arabidopsis nectaries (Ruhlmann et al., *submitted*).

**Figure 6:**
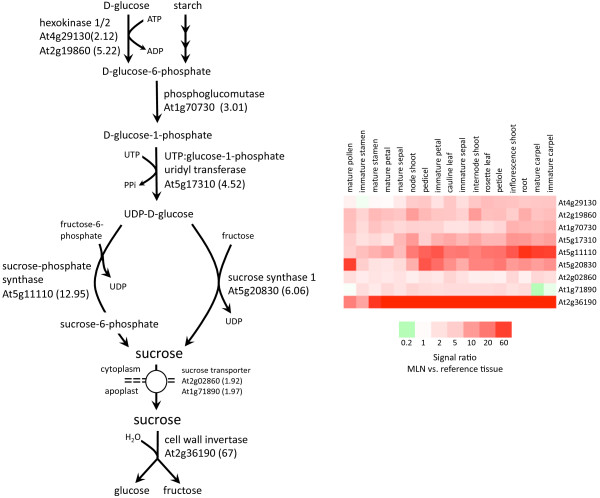
**Genes required for sucrose biosynthesis are upregulated in nectaries**. Genes involved in sucrose biosynthesis, export, and hydrolysis were examined for differential expression between mature lateral nectaries and reference tissues. Individual upregulated genes are labeled within the sucrose biosynthetic pathway (left panel), and the average probe signal value ratio between MLN and reference tissues is shown in parentheses. Most of these genes were significantly upregulated in nectaries over all individual reference tissues, with the heat map (right panel) indicating the relative differences in the probe signal value ratio. The sucrose biosynthetic pathway presented was based on that found in the Plant Metabolic Network (PMN) [74].

### Identification of promoter motifs within nectary-enriched genes

The large numbers of genes displaying nectary-enriched expression profiles suggests common mechanisms for restricting and/or activating their expression within these secretory organs. An analysis of 96 genes highly and commonly upregulated in multiple nectary types (>10-fold higher probe signal value in ILN, MLN, and/or MMN over the reference tissue average) was performed to identify potential *cis*-acting promoter elements. This analysis identified two DNA sequence motifs particularly overrepresented within the promoters of nectary-enriched genes, MYB4 and CArGCW8GAT. Table 4 displays the relative frequency, location and significance of these elements occurring within the promoters of these genes. Further information on the MYB4 and CArGCW8GAT promoter motifs are discussed below.

**Table 4:** Most common *cis*-acting promoter elements within 96 nectary-enriched genes^a^

Promoter element	Consensus sequence^b^	No. of genes with promoter element	No. of sites within genes	P value
CARGCW8GAT	CWWWWWWWWG			

	From -1 to: -250	28	60	0.0357
	-500	48	122	0.0060
	-750	60	188	0.0020
	-1,000	69	240	10^-3^
	-1,500	82	368	10^-6^
	-2,000	87	466	10^-8^

MYB4	AMCWAMC			

	From -1 to: -250	28	39	0.5974
	-500	51	80	0.1447
	-750	68	120	0.0052
	-1,000	76	151	10^-3^
	-1,500	89	246	10^-7^
	-2,000	94	316	10^-10^

^a ^Analysis performed with *Athena *[76,77]. All overlapping significant genes from Additional file 7 were analyzed [96 genes total displaying 3-fold or greater change in normalized probe signal intensity in two or more nectary types (MLN, MMN, ILN) over all individual reference tissues].

^b ^Where M = A/C and W = A/T

## Discussion

Gene expression profiles in different Arabidopsis tissue types have been extensively compared to one another in order to identify tissue-specific gene expression, especially as it relates to tissue function [40,41]. Significantly, the probe signals from a wide range of independent hybridization experiments can be co-normalized and used to identify differentially expressed genes. For example, the Genevestigator Gene Atlas houses co-normalized probe signal values for ~2,000 Arabidopsis hybridization experiments (from many research groups) representing over 60 different Arabidopsis tissues and cell types [53]. This tool is widely used to examine differential gene expression between tissues, as well as between different growth and treatment conditions, all at the same time (tool currently cited 768 times). However, there is currently no report on gene expression profile comparisons between different nectary tissue types or between nectary and non-nectary tissues.

In this study, we systematically interrogated global differences in gene expression between nectaries and non-nectary reference tissues, as well as between nectary types and developmental stages. Functional classification and analysis of genes upregulated in nectaries versus non-nectary tissues (e.g., Additional file 7), along with genes differentially expressed between secretory and non-secretory nectary tissues (e.g., Additional files 9 and 10) may reveal candidate genes involved in nectar production and secretion. Discussed below are several roles these differentially expressed genes and pathways may play in nectary form and function. To the best of our knowledge, this is the first report of a systematic and global interrogation of any nectary transcriptome.

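Genes of sucrose metabolism differed between immature and mature nectaries. SPS2F, a sucrose phosphate synthase, had a signal of 3773 ± 382 (SD, n = 3) in MLN and 955 ± 350.5 (SD, n = 3) in ILN, a log2 difference of 2.04 (standard error 0.24, limma adjusted p = 1.50e-04). SUS1, a sucrose synthase, was 2.41-fold higher in MLN and UGE2, which interconverts UDP-glucose and UDP-galactose, 4.22-fold (limma adjusted p = 0.00175 and 1.55e-05). SUS6, another sucrose synthase, fell by 1.06 on the log2 scale from ILN to MLN (limma adjusted p = 0.0101). Of 7 genes of sucrose synthesis and cleavage with a probe set 2 rose and 1 fell, as when adjusted over the list alone. For the 4 whose symbols matched the reference table, the set fixed for testing, the median was 0.85 (camera adjusted p = 0.586), and for all 7 it was 0.21 (0.898). HXK2, a hexokinase, differed by 0.37 (standard error 0.21, limma adjusted p = 0.208). BAM1, a beta-amylase of starch breakdown, was 11.6-fold higher in MMN than in ILN (limma adjusted p = 5.08e-05).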

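Sugar transporters of the SWEET family, which move sugars across membranes down their gradient, went both ways. Of 16 measured, SWEET4 and SWEET2 rose from ILN to MLN, 1.90-fold and 1.75-fold, and SWEET8 fell (limma adjusted p = 0.0346, 0.0413 and 9.61e-06), as when adjusted over the list alone. SWEET8 had a signal of 810.5 ± 125 (SD, n = 3) in ILN, 141 ± 16.3 (SD, n = 3) in MLN and 89.5 ± 4.64 (SD, n = 2) in MMN. Between MMN and ILN, SWEET1 was 6.77-fold higher and SWEET4 4.67-fold higher (limma adjusted p = 3.10e-04 and 6.90e-04). The family's median log2 difference was 0.34 between MLN and ILN and 0.17 between MMN and ILN (camera adjusted p = 0.697 and 0.604). For MMN against MLN its median was -0.11, its mean 0.09 and the direction of the test upward (camera adjusted p = 0.924), with SWEET1 higher, though not without MMN 1 (0.0624), and 2 genes when adjusted over the list alone. Of 5 sucrose and hexose proton symporters with a probe set 1 rose and 1 fell in each mature type, as when adjusted over the list alone. MSS1, a hexose symporter, had log2 differences of 1.63 in MLN and 2.21 in MMN against ILN (limma adjusted p = 0.00244 and 0.00101). At1g34580, whose symbol did not match the reference table, had -1.16 and -1.43 (limma adjusted p = 0.0107 and 0.00770), the latter call lost without MMN 2 (0.0824). At3g19940, also without a matching symbol, was called higher in MLN than in ILN without ILN 1 (0.99, limma adjusted p = 0.0204) and with replicate number as a block (0.0431). The median of the 5 was 0.27 in MLN and 0.03 in MMN against ILN (camera adjusted p = 0.964 and 0.983). Of 14 carbohydrate probe sets in Additional file 9, which the study chose on these arrays, 6 were higher in MLN and 8 higher in ILN, and of 19 transporters 11 and 8. Of 11 carbohydrate probe sets in Additional file 7, 6 were higher in MLN than in ILN at 2-fold or more, but so were 116 of all 270 in that file, which was also chosen on these arrays. Without ILN 1, 5 SWEET genes rose from ILN to MLN. The call of SWEET4 between MLN and ILN was lost without MLN 1 (0.0934), MLN 2 (0.0979), ILN 2 (0.107) or ILN 3 (0.131). That of SWEET2 was lost without MLN 1 (0.139), MLN 2 (0.107), ILN 2 (0.151), ILN 3 (0.118), MMN 1 (0.0520) or MMN 2 (0.0527), with only the groups compared in the fit (0.0529) and with a new quantile normalization (0.0618).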

Not surprisingly, a large number of genes involved in sugar metabolism and processing were differentially expressed between nectary and reference tissues (see Figure 6 and Additional file 7), as well as between nectary tissues themselves (see Additional files 9 and 10). This is in agreement with expectations, as simple sugars are the principal solutes in most nectars. In Arabidopsis phloem sap, the primary sugar is sucrose, while hexoses dominate in the nectar. For example, the sucrose/hexose ratio of Arabidopsis (Col-0) nectar is approximately 0.03 [14]. Resultantly, Arabidopsis nectar would be considered hexose-dominant. The compositional differences between Arabidopsis nectar and phloem photosynthate imply that the phloem "pre-nectar" is modified to yield "mature" nectar, and indeed this proposed process has been supported by a number of studies (as reviewed in [23]). In order to maintain the net flow of carbohydrates from source tissues (e.g. the leaves) to sink tissues like the nectaries, biochemical and physiological processes must be actively maintaining the sink status of nectaries. For example, Bowman [54] noted starch accumulation in Arabidopsis lateral nectaries (Stage 14); specifically, the guard cells showed the most intense staining. Moreover, according to Baum et al. [27], starch-containing plastids are visible in Arabidopsis nectary parenchyma cells from the onset of nectary development, which are apparently degraded just prior to anthesis and nectar secretion [20]. It seems likely that both the modification of phloem sap to nectar and the maintenance of nectaries as a sink tissue are interrelated and even involve many of the same genes.

The coordinated control of sugar transport and metabolism in plant cells and tissues is achieved through the action of sugar modifying enzymes and sugar transporters, both of which play roles in establishing and maintaining sugar concentrations across membranes [55]. For example, invertases are a group of enzymes that hydrolyze sucrose into glucose and fructose, which can then be selectively transported across membranes by hexose transporters and/or help create a sucrose gradient. Significantly, nearly all Arabidopsis invertase genes (both intra- and extracellular) appeared to be upregulated in nectaries, while invertase inhibitor genes seemed to be downregulated in actively secreting nectaries (see Additional file 3). In particular, At2g36190, encoding *Arabidopsis thaliana CELL WALL INVERTASE 4 *(*AtCWINV4*), was strongly upregulated in nectaries (e.g., Figure 6, Additional file 7). 

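Of the 4 invertase genes measured here, 1 changed between nectary types. cwINV4, an apoplastic invertase of flowers, differed by 0.02 (standard error 0.17, limma adjusted p = 0.925) on the log2 scale between MLN and ILN and by -0.10 (standard error 0.19, limma adjusted p = 0.963) between MMN and MLN. A/N-InvA, an intracellular invertase, had log2 differences of 0.41 for MLN and 0.77 for MMN against ILN (limma adjusted p = 0.108 and 0.0172), the latter call lost without ILN 3 (0.0575), MMN 1 (0.137) or MMN 2 (0.101). At1g62660, whose symbol did not match the reference table, had -0.23 and -0.76 (limma adjusted p = 0.498 and 0.0800), and was called between MMN and ILN without MMN 2 (log2 difference -1.18, 0.0438). cwINV6, a fructan hydrolase of the invertase family, had signals under 52 in each nectary type. At3g17130, of the invertase and pectin methylesterase inhibitor family, was 15.3-fold higher in MMN than in MLN, with 1582 ± 602 (SD, n = 2) in MMN, 100.5 ± 15.0 (SD, n = 3) in MLN and 38.8 ± 12.3 (SD, n = 3) in ILN. Its log2 difference between MMN and MLN was 3.93 (standard error 0.31, limma adjusted p = 1.40e-04). Over the 4 invertases the median log2 difference was 0.21 between MLN and ILN, -0.09 between MMN and MLN and 0.12 between MMN and ILN, and over the 3 with a matching symbol 0.39, -0.08 and 0.31. The camera test, on the 2 of these 3 named without choice, had adjusted p = 0.589, 0.604 and 0.586, and with At1g62660 0.964, 0.983 and 0.983. Adjusted over the 4 alone, A/N-InvA rose and At1g62660 fell between ILN and MMN. No gene of the fixed list of invertase inhibitors could be assigned a probe set of its own from the annotation used here, and reference tissues were not used here, so the comparison covers nectary types only.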

Previously, *AtCWINV4 *expression was shown to be high in floral tissues [56]; however, even within floral tissues, expression in nectaries, as observed by microarray, appears pronounced. It is tempting to speculate that this extracellular invertase is at least partly responsible for the hexose-rich nectars observed in Arabidopsis and related members of the Brassicaceae. It may even play a role in maintaining a high intracellular:extracellular sucrose gradient, thus promoting sucrose transport out of nectariferous cells, along with water and other metabolites. Indeed this is likely the case, as *cwinv4 *T-DNA mutants fail to produce nectar and show marked differences in starch accumulation within flowers (Ruhlmann et al., *submitted*).

In addition to invertases, we identified a number of genes upregulated in nectaries involved in other aspects of simple sugar metabolism, with some including: sucrose synthase (*SUS1*, At5g20830; ~5-fold over reference tissues), putative sucrose-phosphate synthase (At5g11110; ~9-fold), putative UDP-glucose 4-epimerase (AT4G23920; ~18-fold), two UDP-glucoronosyl/UDP-glucosyl transferase family proteins (AT5G26310 and AT4G34138; ~14 and 8-fold, respectively) and hexokinase 2 (*HXK2*, AT2G19860; ~4-fold). Significantly, these genes can be tentatively assigned functions in sucrose synthesis/degradation (based upon TAIR AraCyc database, [57]), and are likely involved in defining nectar sugar composition. Indeed, the full canonical sucrose biosynthesis pathway was represented by genes upregulated within mature lateral nectaries over individual reference tissues (see Figure 6). Upregulation of both sucrose synthase [51] and cell wall invertase (Ruhlmann et al., *submitted*) within Arabidopsis nectaries was experimentally verified previously.

Transcription processes were also highly represented within nectary expressed genes (e.g., see Figure 5 and Additional file 11), with 45 of these genes displaying nectary-enriched expression profiles (see Additional file 7). Members of the *YABBY *transcription factor gene family–numbering six in Arabidopsis (*CRABS CLAW*, *FILAMENTOUS FLOWER*, *YABBY3*, *INNER NO OUTER*, *YABBY2*, and *YABBY5*)–are determinants of abaxial cell fate in the lateral floral organs [58]. As previously mentioned, *CRABS CLAW *(At1g69180, *CRC*) encodes a transcription factor involved in the regulation of carpel and nectary development [59]. *CRC *is currently the only known gene to be absolutely required for nectary development; here we have identified several other transcription factors preferentially expressed in nectary tissue that could possibly be involved in either restricting *CRC *expression to the base of the stamens or in some other aspect of nectary development or function. For example, Lee et al. [28] state that there is a "lack of evidence for any other *YABBY *gene family member expressing in the nectaries." However, here we evince the preferential expression of *YABBY5 *(At2g26580) in nectaries, and since this transcription factor belongs to the same family as *CRC*, it too could potentially be involved in mediating nectary development; it had significantly higher signal probe intensities in nectaries over the reference tissue average (~58-fold), and appeared to have relatively constant expression throughout the nectary tissues examined by microarray and RT PCR (see Figure 4).

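YAB5 (At2g26580), a YABBY transcription factor gene of lateral organ polarity, had a signal of 6478 ± 779 (SD, n = 3) in MLN, 4129.9 ± 1681 (SD, n = 3) in ILN and 6059.9 ± 365 (SD, n = 2) in MMN. Its log2 difference was 0.72 (standard error 0.26, limma adjusted p = 0.0679) between MLN and ILN and 0.63 (standard error 0.29, limma adjusted p = 0.162) between MMN and ILN. Between MMN and MLN it was -0.09 (standard error 0.29, limma adjusted p = 0.981). YAB5 was called when ILN 1 was left out, at 1.02 between MLN and ILN (limma adjusted p = 0.00376) and 0.93 between MMN and ILN (limma adjusted p = 0.0133). Between MLN and ILN it was also called with array weights (0.0300), with replicate number as a block (0.0279) and among the 12468 brightest probe sets by mean (0.0494) or by highest group (0.0472). The other measured members of the family, CRC, YAB3 and INO, were not called in any comparison with all arrays, though INO was without ILN 1 (0.85 between MLN and ILN, limma adjusted p = 0.0123). The median log2 difference of the 3 tested genes of the family was 0.54 between MLN and ILN, 0.22 between MMN and ILN and -0.09 between MMN and MLN. The camera test gave adjusted p = 0.589, 0.815 and 0.589. YAB3 and INO had mean signals under the array median of 100 in every nectary type.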

In addition to transcription factors specifically upregulated in nectaries, some displayed differences between nectary type or developmental stage. For example, the only gene upregulated 5-fold or more in MLN compared to MMN was At2g16720, a myb family transcription factor; probe signal intensity of this gene was also increased greater than 5-fold in MLN over ILN, and 9-fold over the reference tissue average. 

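At2g16720 (MYB7), a myb factor related to repressors of phenylpropanoid genes, was 6.02-fold higher in MLN than in ILN, where its signal was 184 ± 64.8 (SD, n = 3). The log2 difference was 2.59 (standard error 0.26, limma adjusted p = 6.65e-05), and all 3 MLN arrays, at 913 to 1366, lay above all other arrays. Between MMN and ILN it differed by 0.19 (standard error 0.29, limma adjusted p = 0.705). Among the 22 probe sets higher in MLN than in both other types at 2-fold or more, JMT and UGT72E3, the latter a glucosyltransferase, ran the same way. The calls of all 3 between MMN and MLN were lost without 1 or more single arrays, MMN 2 for At2g16720 (0.0510), MLN 1 or MMN 1 for JMT (0.0537 and 0.110) and MLN 1, MLN 3, MMN 1 or MMN 2 for UGT72E3 (0.0545 to 0.183). UGT72E3 was 3.46-fold higher in MLN than in ILN (limma adjusted p = 6.93e-04) and differed by 0.03 on the log2 scale between MMN and ILN (limma adjusted p = 0.962).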

Since transcription factors modulate the expression of other genes, the involvement of this single gene in differentiating MLN from other tissues could be substantial. Conversely, At4g28140, a putative AP2 domain-containing transcription factor, was upregulated in MMN compared with MLN (8-fold) and ILN (23-fold), and was also upregulated over all reference tissues examined (~20-fold). 

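At4g28140, of the AP2 domain family that includes factors of ethylene and stress responses, had a signal of 786 ± 21.1 (SD, n = 2) in MMN, 93.9 ± 69.2 (SD, n = 3) in MLN and 33.4 ± 3.89 (SD, n = 3) in ILN. MMN exceeded ILN by a log2 difference of 4.56 (standard error 0.43, limma adjusted p = 5.04e-05), and MLN 9.86-fold, a log2 difference of 3.30 (standard error 0.43, limma adjusted p = 0.00510). Within MLN the spread was wide, since MLN 3 stood at 174 and the other MLN arrays at 52.7 and 55.2. Without MMN 2 the call against MLN was lost (limma adjusted p = 0.0626). MLN itself exceeded ILN 2.40-fold (limma adjusted p = 0.0342), a call lost without ILN 2 (0.0851), without ILN 3 (0.100), with array weights (0.0745) and with a new quantile normalization (0.0873). Without MLN 3 the log2 difference fell from 1.26 to 0.70 (0.0405).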

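MYB115 (At5g40360), a myb factor linked to glucosinolate and embryonic programs, had a signal of 1471 ± 682 (SD, n = 3) in MLN, 2055 ± 294 (SD, n = 2) in MMN and 35.9 ± 15.9 (SD, n = 3) in ILN. It was 40.7-fold higher in MLN than in ILN, a log2 difference of 5.35 (standard error 0.34, limma adjusted p = 3.21e-06), and the log2 difference between MMN and ILN was 5.91 (standard error 0.38, limma adjusted p = 3.50e-06). Between MMN and MLN it was 0.57 (standard error 0.38, limma adjusted p = 0.843). Every array of the mature types lay above every ILN array.

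**Figure D2:**
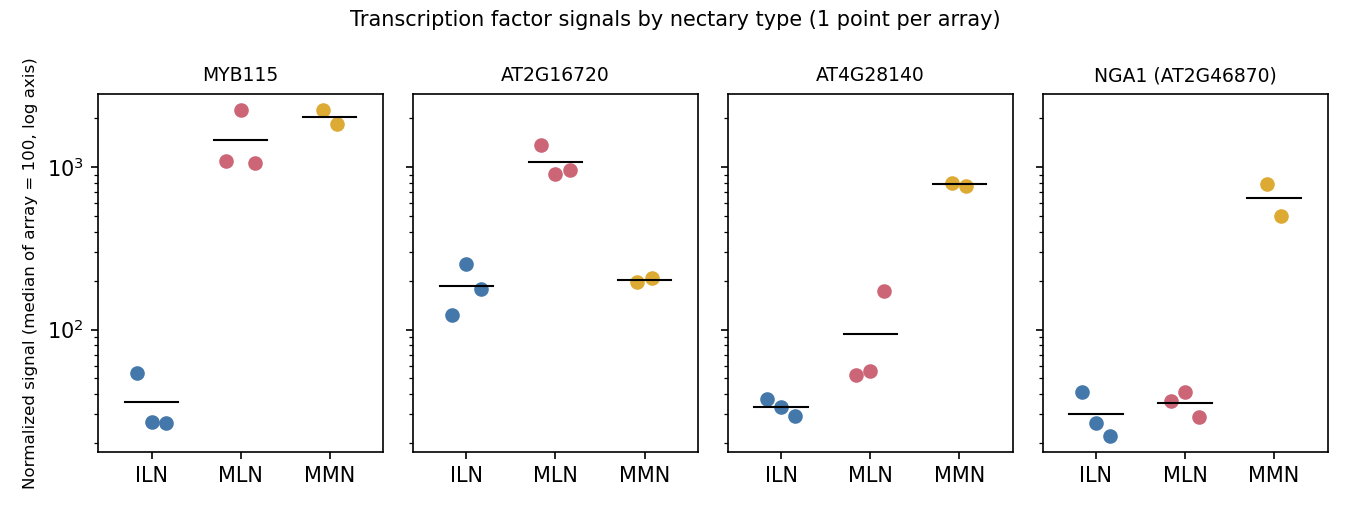
Normalized signals of 4 transcription factor genes on a log axis, with 1 point for each array and a line at the mean of each nectary type. MYB115 is high in MLN and MMN, At2g16720 in MLN, and At4g28140 and NGA1 in MMN.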

A separate myb gene (MYB115; At5g40360) was highly expressed in both MLN and MMN, but not ILN, with an overall probe signal increase in nectaries over reference tissues of ~28-fold. Potentially, these genes are involved in differentiating median from lateral, or immature from mature nectaries.

Related to the identification of upregulated transcription factors described above, promoter motifs are short DNA sequences that transcription factors bind to in order to affect the expression of other genes. This is significant within a biological context, as a single transcription factor can simultaneously govern the expression of many other genes (e.g., [60]), provided that the promoter regions of the affected genes contain the DNA sequence motif in question. MYB4 and CArGCW8GAT promoter motifs were particularly overrepresented within the promoters of nectary-enriched genes (see Table 4). Significantly, several CArG boxes were previously identified as key regulators of *CRC *expression within nectaries [28]. The CArG promoter motif (CCWWWWWWGG, where W = A or T) is the canonical target for AGAMOUS and related MADS box proteins, though the CArGCW8GAT motif variant (CWWWWWWWWG) is a known target of AGAMOUS-LIKE MADS BOX PROTEIN 15 (AGL15) specifically. *AGL15 *is primarily expressed in developing embryos [61,62], but is apparently expressed at very low levels within nectaries (data not shown). However, several other MADS box-family genes were highly upregulated in nectaries, including *AGAMOUS *itself, and the functionally redundant *SHATTERPROOF *genes, *AGL1 *and *AGL5 *(see Additional file 7, RT PCR data not shown). These data are consistent with previous findings [27,28,30].

The MYB4 binding motif (AMCWAMC) was also highly represented in the promoters of nectary-enriched genes (316 sites within 94 of 96 promoters analyzed). MYB4 is a direct transcriptional repressor of the cinnamate 4-hydroxylase gene (*C4H*, At2g30490), and can also suppress the expression of chalcone synthase (*CHS*) when overexpressed [63]. C4H and CHS are involved in the synthesis of hydroxycinnamate esters and flavonoids, respectively, both of which are ultimately known to provide protection from UV-B radiation [63,64]. Curiously, by microarray *MYB4 *was highly upregulated within nectaries (see Additional file 7), whereas *C4H *and *CHS *were strongly repressed (by a range of 5 to 100-fold) when compared to reference tissues (see Additional file 3), which supports the known functions of MYB4. Nonetheless, it is tempting to speculate that MYB4, or one of the four other myb family proteins upregulated in nectaries (see Additional file 7), may be involved in the regulation or even activation of nectary-specific genes. Indeed, myb family transcription factors were previously implicated in the regulation of the nectary-specific *NECTARIN 1 *gene in tobacco [32]. While more work needs to be done, the prevalence of MYB4 and CArGCW8GAT promoter motifs within nectary-specific genes suggests that they may provide a basis for regulating nectary-specific gene expression.

Finally, it should be noted that multiple genes involved in aspects of lipid metabolism [e.g., *LTP1 *(At2g38540) and *GPAT5 *(At3g11430)], and auxin transport and response [e.g., *PIN6 *(At1g77110) and *CHY1 *(At2g30650)], were identified as being highly upregulated in nectaries by both microarray and RT PCR. These findings are significant in that both lipid and auxin processes have been suggested to play roles in nectary development and nectar secretion (e.g., [52,65,66]); however, the exact functions these upregulated genes in nectary function is currently unclear.

## Conclusion

By microarray analysis we have identified a large number of genes preferentially expressed in, and between, nectaries. This information now allows for a rapid and targeted reverse genetics approach for identifying key mediators of nectary form and function. Due to its central role in pollination, determining the molecular basis of nectar production can have broad implications, ranging from understanding the co-evolution of plants and animals, to increasing yields in multiple pollinator-dependent crop species.

## Methods

### Plant material and growth conditions

*Arabidopsis thaliana *ecotype Columbia-0 plants were used for this study. Plants were grown in individual pots on a peat-based growth medium with vermiculite and perlite (Pro-Mix BX; Premier Horticulture, Rivière-du-Loup, Quebec, Canada). All plant growth was performed in Percival AR66LX environmental chambers with settings of: 16 hr day/8 hr night cycle, photosynthetic photon flux of 150 μmol m^-2 ^s^-1^, 50% humidity, and temperature of 21°C.

### Nectary sample preparations and RNA isolation

Three different types of RNA samples were prepared from Arabidopsis nectaries: mature lateral nectaries (MLN; Stage 14–15 flowers), immature lateral nectaries (ILN, Stage 11–12 flowers), and mature median nectaries (MMN, Stage 14–15 flowers) (developmental stages defined by Smyth et al. [67]). MLN are secretory tissues, whereas, ILN and MMN are pre-secretory and nonsecretory tissues, respectively. All nectary tissues were separately dissected by hand from the flowers of primary inflorescences of ca. 30–35 day-old plants. Due to the small size of nectaries, dissections took place over several days from 4–8 hours after dawn (h.a.d.). Isolated nectaries were pooled in RNAlater™ solution (Ambion, Austin, TX) on ice, and stored at 4°C prior to RNA extraction. Up to two nectaries were collected per flower, with approximately 200–300 nectaries being processed as a single RNA sample. Each biological replicate was represented by nectaries pooled from different sets of plants. An example of nectary dissection can be viewed in Additional file 1.

### RNA extraction, target synthesis, and hybridization to Affymetrix^® ^GeneChips

RNA was extracted from floral nectariferous tissue by mechanical disruption, with a microcentrifuge pestle, and using the RNAqueous^®^-Micro micro scale RNA isolation kit (Ambion, Austin, TX) with Plant RNA Isolation Aid (Ambion, Austin, TX). Denaturing agarose gel electrophoresis [68] and UV spectrophotometry were used to assess RNA quality for all samples.

RNA was processed for use on Affymetrix^® ^GeneChip Arabidopsis ATH1 genome arrays (Affymetrix, Santa Clara, CA) using MessageAmp™ II-Biotin *Enhanced *Kit (Ambion, Austin, TX) for a single round of RNA amplification as described by the manufacturer. Briefly, 250–500 ng of total RNA (500 ng from lateral nectaries; 250 ng from median nectaries due to extremely small size) was used in a reverse transcription reaction to generate first-strand cDNA. Following second-strand synthesis, double-stranded cDNA was used in an *in vitro *transcription (IVT) reaction to generate biotin-labeled, amplified RNA (aRNA). aRNA size distribution was evaluated by conventional denaturing agarose gel analysis according to manufacturer's instructions (Ambion, Austin, TX). An aRNA fragmentation reaction, employing metal-induced hydrolysis, was used to fragment aRNA as described by the manufacturer (Ambion, Austin, TX). Success of the fragmentation reaction was evaluated via denaturing agarose gel electrophoresis, as indicated above. Fifteen micrograms of fragmented aRNA for each sample was submitted, on dry ice, to the University of Minnesota BMGC Microarray Facility in Minneapolis, Minnesota. Array hybridization and scanning, using a GeneChip 3000 scanner, were performed at the facility.

### Data quality and normalization

Following hybridization, data quality was ensured by examining the 3'/5' ratio of housekeeping genes, the signal intensities and outliers, and the overall 'present' calls of probe sets by using the Expressionist^® ^(Genedata, Basel, Switzerland) Refiner module. The probe signal levels were quantile-normalized and then summarized using the RMA algorithm [69]. Gene expression values were further linearly scaled up to a media of 100 in the Expressionist^® ^(Genedata, Basel, Switzerland) Analyst module. All pertinent data files were submitted to the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO).

### Experimental design and statistical analyses

As mentioned above, we used the ATH1 oligonucleotide array to specifically assess gene expression in: 1) immature lateral nectaries (ILN; pre-secretory nectaries from Stage 11–12 pre-anthesis flowers); 2) mature lateral nectaries (MLN; secretory nectaries from Stage 14–15 post-anthesis flowers); and, 3) mature median nectaries (MMN; non-secretory nectaries from Stage 14–15 post-anthesis flowers). This analysis was performed in order to identify genes tentatively involved in nectar production and secretion. Furthermore, we aimed to implicate additional genes in the regulation of nectary development.

Three types of group comparisons were performed in this study: MLN versus ILN to identify developmentally and temporally regulated genes involved in nectar production; MLN versus MMN to identify specific genes potentially involved in nectar production; and MLN, ILN, and MMN versus non-nectary reference tissues to identify nectary-enriched genes. For all analyses we used data generated from pooled nectaries (see above), which was due to the insufficient amount of material available from individual nectaries. Each sample pool contained 200–300 nectaries, with two (MMN) or three (MLN and ILN) biological replicates being performed for each nectary tissue (see Table 1; each replicate was isolated from different plants). T-tests for pooling of samples were applied in these comparisons [70,71]. We justified the false discovery rate (FDR) of the resultant significant gene lists according to Storey and Tibshirani [72].

To identify genes that are specifically upregulated in nectary tissues, and therefore may contribute to nectar production, we compared individual nectary samples (ILN, MLN & MMN) with 13 non-nectary reference tissue data sets (each in triplicate, see Additional file 1). A Welch modified t-test was applied for this unequal variances comparison.

### RT PCR validation

In addition to nectaries, total RNA was extracted from multiple reference tissues for the validation of expression patterns observed by microarray; RNA from all non-nectary floral tissues were dissected from Stage 14–15 flowers. Tissues were collected in RNAlater™ (Ambion, Austin, TX) and stored at 4°C prior to extraction. RNA isolation was performed by mechanical disruption, with a microcentrifuge pestle, and using the RNAqueous^®^-Micro micro scale RNA isolation kit (Ambion, Austin, TX), along with Plant RNA Isolation Aid (Ambion, Austin, TX); the optional DNase I treatment was performed according to the manufacturer's instructions. Standard agarose gel electrophoresis and UV spectrophotometry were used to assess RNA quality for all samples. RNA was reverse transcribed (0.1 μg per tissue) with Promega's (Madison, WI, USA) Reverse Transcription System (A3500), and PCR was performed with GoTaq Green Master Mix (Promega, M7122). Negative control reactions using RNA, without reverse transcription, as template for PCR was used to verify the absence of contaminating genomic DNA in all samples. All primers used in this study are listed in Additional file 13.

### Functional group overrepresentation analysis

In order to examine the known functions and relationships of the differentially expressed genes, we input these genes into Pathway Studio 5.0^® ^(Ariadne Genomics, Rockville, MD) for gene ontology, canonical pathways, and interaction network analysis. Highly expressed tissue-specific genes were mapped to GO Slim (an overall view of gene ontology groups) in order to compare the tissue-specific enriched GO groups. Functional groups pertinent to nectary development and nectar production were then manually inspected and grouped based upon TAIR annotations [73] and literature searches. Evaluation of gene expression in the canonical sucrose biosynthesis pathway (see Figure 6) was performed via the OMICS Viewer of the Plant Metabolic Network (PMN) [74].

Genes commonly upregulated in nectaries (MLN, ILN & MMN; eight samples) versus reference tissues were also identified (3-fold upregulated, Welch's T test P 0.05) and assigned into GO biological process categories (gene ontologies from newest Affymetrix annotation file (ATH1-121501 Annotations; 3/12/09). Fisher's Exact Test in Expressionist software (GeneData) was used determine the significance of nectary-upregulated genes, seemingly overrepresented in a particular GO category when compared against all genes contained in said GO category. In each case Fisher's test indicated whether it was possible to reject the null hypothesis that observed differences are due to chance. We plotted the log transformed Fisher's Test P values onto a heat map using Treeview software [75].

### Promoter motif analysis

To identify *cis*-acting promoter elements potentially involved in regulating the co-expression of genes within nectaries, the *Arabidopsis thaliana expression network analysis *(Athena)tool was used [76,77]. Specifically, the promoter regions of 96 genes displaying significant enrichment in multiple nectary samples were analyzed (i.e., genes from Additional file 7 with >10-fold higher probe signal value in at least two of the three nectary samples). The -2,000 to -1 regions of all promoters were examined, as the expression of *CRC*, a nearly nectary-specific gene, is controlled by elements as distal as -2.5 kb [28].

## List of abbreviations used

MLN: mature lateral nectary; ILN: immature lateral nectary; MMN: mature median nectary.

## Authors' contributions

BWK and CJC designed the experiments. Nectary collection, RNA isolation, RNA processing and RT PCR were carried out by BWK. The majority of bioinformatics and statistical analyses were performed by WWX, with significant contributions from BWK and CJC. The manuscript was written by BWK, WWX and CJC. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Movie demonstrating nectary isolation**. Example of lateral nectary dissection from Arabidopsis flower. Click here for file

Additional file 2 **Non-nectary reference tissues**. Description of non-nectary reference tissue .cel files used for analyses. Click here for file

Additional file 3 **All normalized probe values**. Full list of normalized probe signal intensities for all genes called 'present' in nectaries (includes values for reference tissues). Click here for file

Additional file 4 **ILN versus reference tissues**. List comparing gene expression between ILN and reference tissues (includes p and q values). Click here for file

Additional file 5 **MLN versus reference tissues**. List comparing gene expression between MLN and reference tissues (includes p and q values). Click here for file

Additional file 6 **MMN versus reference tissues**. List comparing gene expression between MMN and reference tissues (includes p and q values). Click here for file

Additional file 7 **Genes displaying nectary-enriched expression profiles**. All genes displaying a 3-fold or greater change in normalized probe signal intensity in one or more nectary types (MLN, MMN, ILN) over all individual reference tissues are displayed (t-test p-value cutoff 0.05 and FDR q-value cutoff 0.1; data summarized in Table 2). Click here for file

Additional file 8 **Nectary versus nectary comparison**. Filterable list comparing gene expression between different nectary samples. Click here for file

Additional file 9 **Genes displaying differential expression between mature and immature lateral nectaries**. All genes displaying a 5-fold or greater difference in probe signal value between MLN and ILN are shown (t test p-value cutoff 0.05, and FDR q-value cutoff 0.05). Click here for file

Additional file 10 **Genes displaying differential expression between mature median and mature lateral nectaries**. All genes displaying a 5-fold difference in probe signal value between MMN and MLN are shown (t test p-value cutoff 0.05, and FDR q-value cutoff 0.05). Click here for file

Additional file 11 **Gene ontologies for nectary enriched genes**. Full gene ontology analysis for nectary-enriched genes. Click here for file

Additional file 12 **Full gene ontology heat map**. Full heat map of gene ontology analysis for nectary-enriched genes. Click here for file

Additional file 13 **Oligonucleotides used in this study**. List of primers used for RT PCR validation experiments. Click here for file

# Supplementary material for: Uncovering the Arabidopsis thaliana nectary transcriptome: investigation of differential gene expression in floral nectariferous tissues
**Source:** BMC Plant Biol. 2009 Jul 15;9:92. doi: 10.1186/1471-2229-9-92
**Supplement:** Additional file 10 — Genes displaying differential expression between mature median and mature lateral nectaries. All genes displaying a 5-fold difference in probe signal value between MMN and MLN are shown (t test p-value cutoff 0.05, and FDR q-value cutoff 0.05).

| **Additional file 10 - Genes displaying differential expression between mature median and mature lateral nectaries** | | | | | |
| --- | --- | --- | --- | --- | --- |
| Locus | TAIR Annotation | Probe Set | MMNa  MLN | ILN  MLN | |
| *Transcription Factors* | |  |  |  | |
| AT1G25330 | basic helix-loop-helix (bHLH) family protein | 245640_at | 13.08 | 0.78 | |
| AT2G16720 | myb family transcription factor | 265359_at | 0.19 | 0.17 | |
| AT2G46870 | DNA-binding protein, putative | 266760_at | 18.3 | 0.85 | |
| AT4G28140 | AP2 domain-containing transcription factor, putative | 253799_at | 8.37 | 0.36 | |
|  |  |  |  |  | |
| *Carbohydrate Metabolism* | |  |  |  | |
| AT3G17130 | invertase/pectin methylesterase inhibitor family protein | 257876_at | 15.74 | 0.39 | |
|  |  |  |  |  | |
| *Signaling and Development* | | |  | |  |
| AT1G76040 | calcium-dependent protein kinase, putative / CDPK, putative | 262671_at | 7.95 | 1.02 | |
|  |  |  |  |  | |
| *Hormone Metabolism and Response* | |  |  |  | |
| AT4G25420 | gibberellin 20-oxidase | 254065_at | 8.86 | 0.39 | |
| AT5G15230 | gibberellin-regulated protein 4 (GASA4) / gibberellin-responsive protein 4 | 250109_at | 8.19 | 3.57 | |
|  |  |  |  |  | |
| *Transporter and Channel Proteins* | |  |  |  | |
| AT1G73220 | sugar transporter family protein | 260097_at | 41.66 | 1.98 | |
| AT2G37170 /// AT2G37180 | plasma membrane intrinsic protein 2B (PIP2B) / aquaporin PIP2.2 (PIP2.2) | 265444_s_at | 6.08 | 0.29 | |
| AT5G14940 | Proton-dependent oligopeptide transport (POT) family protein | 246566_at | 8.5 | 0.16 | |
|  |  |  |  |  | |
| *Response to Biotic and Abiotic Factors, Defense* | |  |  |  | |
| AT1G52690 | late embryogenesis abundant protein, putative / LEA protein, putative | 262128_at | 5.90 | 0.05 | |
| AT2G19970 | pathogenesis-related protein, putative | 265588_at | 5.38 | 2.20 | |
| AT3G52470 | Harpin-induced family protein / HIN1 family protein / harpin-responsive family protein | 252058_at | 5.03 | 1.30 | |
|  |  |  |  |  | |
| *Other* | |  |  |  | |
| AT1G20160 | subtilase family protein | 261224_at | 6.62 | 0.96 | |
| AT1G21460 | nodulin MtN3 family protein | 260876_at | 6.15 | 0.88 | |
| AT1G65450 | transferase family protein | 264160_at | 5.94 | 1 | |
| AT1G74820 | cupin family protein | 262214_at | 65.44 | 0.4 | |
| AT2G02000 /// AT2G02010 | glutamate decarboxylase, putative | 265221_s_at | 19.9 | 0.75 | |
| AT2G19900 | Malate oxidoreductase, putative | 266690_at | 5.45 | 0.04 | |
| AT3G55290 /// AT3G55310 | short-chain dehydrogenase/reductase (SDR) family protein | 251780_s_at | 7.64 | 1.32 | |
| AT4G33110 /// AT4G33120 | coclaurine N-methyltransferase, putative | 253362_s_at | 5.15 | 2.26 | |
| AT5G17330 | glutamate decarboxylase 1 (GAD 1) | 250090_at | 7.53 | 0.53 | |
|  |  |  |  |  | |
| *Uncharacterized/Hypothetical Proteins* | |  |  |  | |
| AT1G13930 | expressed protein | 262609_at | 14.00 | 0.74 | |
| AT5G64510 | expressed protein | 247293_at | 5.97 | 0.68 | |
|  |  |  |  |  | |
| a All genes displaying a 5-fold difference in probe signal value between MMN and MLN are shown (t test p-value cutoff 0.05, and FDR q-value cutoff 0.05).. 

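Additional file 10 lists probe sets that differ at least 5-fold between MMN and MLN, as ratios of mean signal, with each ILN to MLN ratio beside them. All 25 were also called at 5-fold or more by limma. LEA7 (At1g52690), a late embryogenesis abundant protein gene, had a signal of 4206 ± 1607 (SD, n = 2) in MMN, 713 ± 338 (SD, n = 3) in MLN and 36.2 ± 4.28 (SD, n = 3) in ILN, and a log2 difference of 6.81 (standard error 0.38, limma adjusted p = 1.88e-06) between MMN and ILN. Between MMN and MLN its log2 difference was 2.63 (limma adjusted p = 0.00876), a call lost without MMN 2 (2.23, 0.169). Limma called 10 further probe sets, all higher in MMN. EXLA1, an expansin-like gene, and At2g23120, of late embryogenesis abundant type, were the 2 of these with a single locus and were named after their values were seen. EXLA1 was 8.37-fold higher in MMN (limma adjusted p = 0.0289), and At2g23120 16.0-fold (limma adjusted p = 0.0442), at 599 on MMN 1 and 7215 on MMN 2. The call of At2g23120 was lost without MLN 1 (0.0740), MLN 2 (0.183), MLN 3 (0.106), ILN 2 (0.0789) or MMN 2 (log2 difference 2.20 in place of 4.00, 0.205), with no variance trend (0.0803) and with a new quantile normalization (0.0685). The methods' t-test with no adjustment gave 26 probe sets, including all 25, and with a q-value under the threshold 1. The ratios of the list were within 1% of those computed from the signals.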

The probe signal ratios between ILN and MLN are shown for reference in the right hand column. | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

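RNA from immature lateral nectaries (ILN, 3 pools), mature lateral nectaries (MLN, 3 pools) and mature median nectaries (MMN, 2 pools) was measured on Affymetrix ATH1 arrays. The deposited values are 1 table of 22810 probe sets by 8 arrays. The authors made these signal intensities by quantile normalization and RMA in Genedata Expressionist Refiner, together with public reference arrays, and then scaled each array to a median of 100 in Expressionist Analyst. The software versions are not given in the sources used here. The scale of the deposited intensity values is linear, and the median of every array was 100. The signals were checked against the copy held of Additional file 8, which holds 1434 of its 12468 entries. In each of the 3 comparisons the ratios and p-values the authors list for these 1434 matched those computed from the signals to within 1%. No enrichment was computed from that file. Signals near the low end carry background, and the number of arrays limits the precision.

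The signals were transformed to log2 and 64 control probe sets were left out, so that 22746 were tested. A linear model with 1 mean for each nectary type was fitted to all 8 arrays with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean signal. P was adjusted by the Benjamini-Hochberg method over all probe sets of a comparison, and a call needs an adjusted p under 0.05 and, for counts, a fold of at least 2 or 5. The comparisons were MLN against ILN, MMN against MLN and MMN against ILN. Since the last shares arrays with the others, the overlap of calls was set beside that of independent lists and 100 simulations of unchanged arrays. A probe set was named by a gene only where the platform annotation or the paper's additional files give exactly 1 locus. The platform annotation names 1 gene for 13513 probe sets and several for 503, and 8730 are not listed in it. The paper's tables alone name 801 more. Both sources name 1043, with the same locus for 1013. Symbols came from a reference table of the TAIR10.1 assembly, which lacks the genes of 77 probe sets. Python 3.11.15 and matplotlib 3.10.9 drew the figures.

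The genes named are the 10 with the largest rise and the 10 with the largest fall in each comparison among those called in limma with all arrays of the groups apart, the genes the paper names, and up to 4 members with the smallest adjusted p from each fixed list that was called as a set or had at least 2 called members. Folds in the paper's tables had been seen when the rule and the clock, jasmonate and suberin lists were written. A list was tested as a set by limma's camera with a preset correlation of 0.01 where at least 2 members had been named without regard to their change, and p was adjusted over 17 lists in 3 comparisons. Members named only by Additional files 7, 9 and 10, which the study chose by their signals on these arrays, were counted as single genes and left out of the set tests. Members whose symbol is not among the reference table's symbols or synonyms for their locus were left out by a rule fixed with the lists. Of these, 15 had a probe set, and an alternative added after the list results had been seen puts them back. Members with only a probe set shared by several genes were left out after the first list results had been seen. The 35 lists cover clock genes, sugar transport and metabolism, starch, hormones, cell walls, cuticle and suberin, phenylpropanoids, defence, stress, photosynthesis, autophagy, cell division, floral identity and markers of other floral tissue. Of these, the lists of glucosinolate genes, invertase inhibitors and phloem markers had no member that could be assigned a probe set of its own, and the 2 terpene synthase genes with one were left out by symbol and are reported as genes the paper names.

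The limma procedure was tested on simulated arrays with 200 probe sets changed by 1.5-fold to 5-fold, 50 for each fold. Of calls made there, 8.05% in MLN against ILN, 8.96% in MMN against MLN and 10.7% in MMN against ILN were of unchanged probe sets. The 1.5-fold changes were called for 16% in MLN against ILN, 2% in MMN against MLN and 10% in MMN against ILN. Replicate numbers were checked for pairing. Deviations from the group means of MLN and ILN arrays with the same number correlated at 0.338, 0.241 and 0.211 across probe sets, a hint from the data that the numbers pair these arrays. Those with other numbers correlated at -0.300 to 0.0160. Since deviations cancel within a group, positive values for the same numbers push the others down, so the latter are not separate evidence. Alternatives were the methods' t-test on linear signals with Benjamini-Hochberg q, Storey q or no adjustment, 2 filters to 12468 probe sets, a new quantile normalization, centring on the median log2, no variance trend, array weights, a fit of only the groups compared, replicate number as a block, and each array left out in turn. Comparisons of nectaries with reference tissues, present calls, promoter motifs and RT PCR were not analysed here.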

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

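The lists of probe sets outside the study's tables and their properties were examined only after the results were seen, while the tests of explanations were set beforehand.

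Limma called 69 probe sets at 5-fold or more between MLN and ILN that Additional file 9 does not list, 23 higher in MLN and 46 higher in ILN. They were singled out only because that file lacks them, and the study lists some of them elsewhere, such as PIP2;5. Among the 36 with a single locus, chosen after their values were seen, PIP2;5, an aquaporin gene, stood at 5538 in MLN, 1264 in ILN and 13766 in MMN. Its p by the methods' t-test was 0.00901, but its ratio of mean signals between MLN and ILN was under 5, against 5.00 by geometric means. The highest adjusted p of the 69 was 0.0346. By the methods' t-test 47 of them had p at or above the threshold, with values from 0.00101 to 0.216. Between MMN and MLN 10 probe sets outside Additional file 10 were called, all higher in MMN, and 7 of them had p at or above the threshold by that test. When the 6 arrays of MLN and ILN are split in other ways, the count at 2-fold or more is 2717 for the real split and at most 0 for any other, and at 5-fold or more 393 and 0. These 10 splits, in which each real value is reached by 1, are too few for a share under 0.05. Every other split also mixes MLN and ILN arrays, so differences between the types widen the spread within its groups. Its counts are therefore no baseline for arrays without change. For lists the real split gives 2 and the highest other 1, or 0 among the splits that part 3 pairs.

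CCA1 and RVE8, the 2 of 6 listed morning-phased clock genes that could be assigned a probe set, differed between MLN and ILN. Both were named only through the study's lists, chosen on these arrays, so they do not stand for the group. CCA1 rose by 3.71 and RVE8 by 2.99 on the log2 scale (limma adjusted p = 0.0150 and 0.00152), the former not without MLN 2 (0.0614). ILN 1 was the lowest ILN array for both, at 19.7 against 630 and 319 for CCA1, and without it the differences were 2.21 for CCA1 (3.01e-04) and 2.29 for RVE8, both still called. GI, the 1 evening-phased gene measured, differed by -0.11, which does not show an opposite shift, but a single gene is too few to argue against the time of collection within the window of 4 to 8 h. A difference in collection time and a change with nectary maturity therefore cannot be told apart for these clock genes.

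Many genes, such as AIR12 and BXL1, were higher in ILN than in MLN. Cells of the anther or tapetum in the ILN pools may contribute. AMS, the 1 tapetum and pollen wall gene with a matching symbol, differed by 0.36 between MLN and ILN, and At5g07230 and At1g75920, left out by symbol, by 0.26 and 0.21 (limma adjusted p = 0.0673, 0.218 and 0.532). A median above -0.5 had been set beforehand to count against anther cells. The 3 mean signals were at most 34.1 in any nectary type, near the low end of the arrays, so neither the single gene nor the median of the 3, 0.26, can do so. SWEET8, which acts in anthers, and the lipase gene At1g75900 (EXL3) of the pollen coat were among the genes higher in ILN. Anther cells in the pools and the immature stage of the nectaries cannot be told apart for these genes.

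Genes such as OCT1 and NGA1 were higher in MMN than in MLN. Of 4 lists of other floral tissue with a member measured, the highest median log2 difference between MMN and MLN was -0.0047, but these lists held at most 2 genes by the fixed rules. With 2 members put back the tapetum and pollen wall list held 3, with a median of -0.22. Signals near background for pollen and tapetum, and the few genes of the other lists, do not allow an argument against other tissue in the MMN pools. The 3'/5' ratio was higher on both MMN arrays than on every MLN array for 1 of 6 control pairs, actin at 8.28 to 8.66 against 7.08 to 8.09. Lower RNA input is shared by both MMN arrays. Other tissue, RNA input and the median position of the nectaries cannot be told apart for these genes.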

How the results depend on the processing

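Leaving out both first replicates and the changes to list membership were tried only after the data were seen, all other settings before. Counts of probe sets, as values from the methods' t-test with Benjamini-Hochberg q, then Storey q, then the range over single arrays left out, are given first, and the cause was not tested for any of them. For MLN against ILN, 2717 at 2-fold became 487, 1548 and 2308 to 3192, and 393 at 5-fold became 96, 261 and 324 to 504. For MMN against MLN, 161 became 1, 1 and 41 to 286, with 279 at unadjusted p of that test and 374 with array weights, and 35 became 1, 1 and 29 to 45. For MMN against ILN, 2709 became 253, 896 and 1715 to 3131, and 416 became 83, 178 and 350 to 518. In Figure 3 the class of 22 became 0, 0 and 3 to 38, and 57 with weights. The class of 1130 became 35, 158 and 663 to 1498, and 530 at unadjusted p. The class of 101 became 1, 1 and 36 to 150, and 179 with weights. The class of 10 became 0, 0 and 0 to 18, with 6 without a variance trend and 21 with weights. The class of 841 became 56, 391 and 626 to 902. The class of 20 became 0, 0 and 3 to 56, with 31 at unadjusted p, 58 with weights, 32 with only the groups compared and 31 without both first replicates. Of the paper's named genes, 17 called in MLN against ILN became 7 with Benjamini-Hochberg q and 15 to 19 with single arrays left out. The 5 called in MMN against MLN became 1, 1 and 2 to 6, namely 3 without MLN 1, 3 without MMN 1 and 2 without MMN 2. The 12 called in MMN against ILN became 4 with that q and 9 to 14. With replicate number as a block on all arrays, 161 became 262 and the classes of 22, 10 and 20 became 38, 19 and 42. This block also pairs the MMN arrays by number. Their deviations did not pair with MLN (0.0721 and -0.0201) or ILN (-0.0270 and -0.0710), so the MMN values with the block rest on a pairing that the data do not show. With the block PIN6, YAB5 and PI were also called between MLN and ILN, DPE1 and DPE2 between MMN and MLN and EXPA4 between MMN and ILN. Among other genes named in the text, the block also called PAL2 (0.0253), BGLU17 (0.0330) and PIP2;5 (0.0394) between MMN and MLN. It called STZ between MLN and ILN (0.0253) and between MMN and ILN (0.0450), and At3g19940 between MLN and ILN (0.0431). It lost At3g15580 between MLN and ILN (0.0578) and BZIP60 between MMN and ILN (0.0574), and changed no list call. The lowest replicate correlation, 0.963, was 0.903 on linear signals. The list calls are given as medians. For senescence and autophagy, nearly all ATG8 genes, they were 0.56 between MLN and ILN (0.46 to 0.66) and 0.49 between MMN and ILN (0.32 to 0.76). For starch degradation they were -0.92 (-1.46 to -0.81) between MLN and ILN and 0.53 (0.27 to 0.76) between MMN and MLN. All 4 calls were lost with an estimated correlation (adjusted p = 0.794). Those for starch were also lost in the 12468 brightest probe sets (medians -1.25 and 0.44) and, between MMN and MLN, with a new quantile normalization (0.50). Without both first replicates 3021 probe sets were called in MLN against ILN at 2-fold and 475 at 5-fold. With the members the study chose included, phenylpropanoid synthesis (adjusted p = 0.00669) and cutin and wax (0.0375) were also called between MLN and ILN, gibberellin (6.60e-05) and cutin and wax (0.0125) between MMN and MLN, and gibberellin (3.18e-04), phenylpropanoid synthesis (0.00330) and floral identity (0.0375) between MMN and ILN. The study chose these members on the same arrays, so these calls are not independent evidence. Without them gibberellin had camera adjusted p = 0.947 between MMN and MLN and 0.586 between MMN and ILN. The setting with these members tests 23 lists, and protein folding, whose members did not change, then had 0.0481 between MMN and MLN. With shared probe sets included, or with the members left out by symbol put back, protein folding was also called between MMN and MLN (0.00751 and 6.46e-04), and no list call was lost. Of 3451 results for named genes over limma settings, 3314 were the same, 94 weaker and 43 stronger; of 651 under the methods' t-test 443, 201 and 7; and of 984 for lists 961, 14 and 9. None reversed. Genes with signals near background, such as AMS, allow no statement on small changes.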

Differences from the paper's values

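No test here was chosen after the results were seen, and all settings named were set before the data were examined. The paper's population is the genes called present in at least 1 nectary type and its tests are on linear signals, while 22746 probe sets were tested here by limma, so populations and tests differ.

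For genes within 2-fold in all nectary types, 19065 probe sets were counted here and the paper's value is 9157. The values of 9365 and 9108 in the settings with 12468 probe sets lie within 1.5-fold of the paper's, and the other 17 settings did not, up to 19424. For probe sets over 2-fold that were not significant, 218 were counted here and the paper's value is 2661. The methods' t-test with Benjamini-Hochberg q gave 3066 and with Storey q 1820, which lie within 1.5-fold of the paper's, and the other 17 settings did not, down to 123.

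For the classes of Figure 3, read by eye, the class higher in ILN than in both mature types held 1130 probe sets here and the paper's value is about 510 in Figure 3. The methods' t-test with no adjustment gave 530, the fit without MMN 1 735 and that without MMN 2 663, which lie within 1.5-fold of the paper's, and the other 16 settings did not. The class higher in MMN than in both lateral types held 101 here, and the paper's value is about 48 in Figure 3. The fits without MLN 1 (65), without MLN 2 (66) and without MMN 2 (36) lie within 1.5-fold of it, and the other 16 settings did not. The class higher in both mature types than in ILN held 841 here, and the paper's value is about 43 in Figure 3. The methods' t-test with Benjamini-Hochberg q, at 56, lies within 1.5-fold of it, and the other 18 settings did not. The paper names the q-value method of Storey and Tibshirani. That method with the methods' t-test, over all 22746 probe sets and with lambda at 0.5, gave 158, 1 and 391 probe sets in these 3 classes, none within 1.5-fold of the paper's. The probe sets over which the paper's q was computed and its lambda are not given in the sources used here.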

Other observations

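The genes named here outside the naming rule were chosen after their values were seen, and the tests given are those of the fixed lists and of single genes.

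HSP70, a heat shock chaperone, had a log2 difference of 2.77 between MLN and ILN and 2.47 between MMN and ILN (limma adjusted p = 8.56e-05 and 4.61e-04). EDS1, a regulator of disease resistance named only through the study's lists, had 3.02 and 3.53 (limma adjusted p = 1.60e-05 and 1.37e-05). PDF1.2, a defensin gene, had -0.19 between MLN and ILN (limma adjusted p = 0.303). Its signals were low, 18.8 in MLN and 21.5 in ILN, so it allows no statement on small changes. PIP2;5, an aquaporin, had 2.32 and 3.66 (limma adjusted p = 0.00146 and 2.22e-04). The auxin synthesis gene YUC2 rose by 1.04 from ILN to MLN (limma adjusted p = 0.00730). CER1, of wax alkane synthesis, fell by 2.58 and WSD1, a wax ester synthase, by 1.63 from ILN to MLN (limma adjusted p = 2.54e-04 and 0.0332). WSD1 lost its call without MLN 1 (0.0858), MLN 2 (0.0727), MLN 3 (0.0791), ILN 2 (0.101) or ILN 3 (log2 difference -1.06, 0.110). JAZ7, a repressor of jasmonate responses, fell by 2.63 (limma adjusted p = 1.62e-04). APL3, of starch synthesis, had -1.40 between MLN and ILN (limma adjusted p = 0.00662), and ATERDJ3B, a chaperone of the endoplasmic reticulum, -1.17 (limma adjusted p = 0.00758).

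Between MMN and ILN the largest falls included PGIP2, an inhibitor of fungal polygalacturonases, at 5259 in ILN and 339 in MMN (limma adjusted p = 5.92e-06), ENDO3, a nuclease gene (12.5-fold), the subtilase gene At5g45650 (14.3-fold) and the ribosomal protein gene At4g17560 (12.1-fold). The transporter genes At1g51340 and At1g23300, of the MATE efflux family, were 7.21-fold and 4.45-fold higher in MLN than in ILN (limma adjusted p = 6.35e-04 and 2.83e-04). At5g38130, of the transferase family, was 5.23-fold higher and UGT73B1, a glucosyltransferase, 2.48-fold (limma adjusted p = 0.00447 and 0.00287). PIN6, an auxin carrier of nectaries, had a log2 difference of 0.77 (standard error 0.28, limma adjusted p = 0.0689) between MLN and ILN. It passed the test without ILN 1 (1.12, adjusted p = 0.00147), with replicate number as a block (0.0275), with array weights (0.0322) and among the 12468 brightest probe sets by mean (0.0496) or by highest group (0.0467). The lipid transfer gene At4g12530 had 0.26 (standard error 0.18, limma adjusted p = 0.301).

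Among fixed lists tested as sets between MLN and ILN, the median log2 difference of the tested genes was 0.32 for auxin (adjusted p = 0.589), 0.47 for gibberellin (0.586), -0.29 for cell division (0.589), 0.51 for guard cells (0.589; 0.29 with 1 member put back), 0.13 for photosynthesis (0.815), -0.29 for starch synthesis (0.349) and -0.35 for protein folding in the endoplasmic reticulum (0.706; -1.13 and 0.123 with 2 members put back), all by camera. For expansins the median was 0.30, while the mean of the tested genes was -0.07 and the test pointed downward (0.947). Pollen markers had 0.34 (0.586) and carpel and ovule markers 0.15 (0.964). Lists with fewer than 2 members named without regard to their change were not tested. In those with 2 or more measured, all members but 1 came only from the study's lists, and for suberin and the clock all did. Their medians were -2.10 for cutin and wax, -0.29 for jasmonate, 3.14 for phenylpropanoids (DFR, the 1 member not so chosen, 0.44), 1.42 for defence, 3.02 for suberin and 3.35 for morning-phased clock genes. Single members were HA11, a proton pump (0.50), STZ, a zinc finger gene of touch (0.66), and CESA7, a xylem cellulose synthase (0.70).

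For MMN against MLN the median of photosynthesis genes was -0.31 (camera adjusted p = 0.0915), for starch synthesis 0.34 (0.0915) and for protein folding in the endoplasmic reticulum 0.68 (0.0823). For photosynthesis and folding adjusted p = 0.794 with an estimated correlation. With the preset correlation and without MLN 1 the photosynthesis list was called at -0.38 (0.0225) and the folding list at 0.73 (0.0389), and without MMN 2 the folding list at 0.92 (0.0220). The folding list was also called with shared probe sets included (median 1.1, 0.00751) and with 2 members left out by symbol put back (0.92, 6.46e-04), and with no change of members when p was adjusted over 23 lists instead of 17 (0.0481). Other medians between MMN and MLN were -0.25 for the 1 tapetum gene with a matching symbol, -0.23 for xylem, -0.06 for carpel and ovule, and 1.38 for cutin and wax. For pollen the median was -0.0047 while the test pointed upward.

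The 3'/5' ratio over the first GAPDH pair was highest in the first replicate of MLN, at 5.73, and of ILN, at 6.93. It fell from replicate 1 to 3 in both types on this pair, the second GAPDH pair, the second ubiquitin pair and the second actin pair. On the second actin pair it went from 31.1 to 7.98 in ILN, while on the first it rose there from 8.00 to 13.9. Calls gained or lost without ILN 1 therefore concern an array with high ratios on most pairs. By the methods' t-test with no adjustment 342 probe sets differed at 5-fold or more between MLN and ILN, including all 335 of Additional file 9. Of those 335, 95 had a Benjamini-Hochberg q and 256 a Storey q under the threshold, and for the 25 of Additional file 10 the number was 1 by either.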
